# Recombinant R-spondin2 and Wnt3a Up- and Down-Regulate Novel Target Genes in C57MG Mouse Mammary Epithelial Cells

**DOI:** 10.1371/journal.pone.0029455

**Published:** 2012-01-04

**Authors:** Bolormaa Baljinnyam, Malgorzata Klauzinska, Saad Saffo, Robert Callahan, Jeffrey S. Rubin

## Abstract

R-spondins (Rspos) comprise a family of four secreted proteins that have important roles in cell proliferation, cell fate determination and organogenesis. Rspos typically exert their effects by potentiating the Wnt/β-catenin signaling pathway. To systematically investigate the impact of Rspo/Wnt on gene expression, we performed a microarray analysis using C57MG mouse mammary epithelial cells treated with recombinant Rspo2 and/or Wnt3a. We observed the up- and down-regulation of several previously unidentified target genes, including ones that encode proteins involved in immune responses, effectors of other growth factor signaling pathways and transcription factors. Dozens of these changes were validated by quantitative real time RT-PCR. Time course experiments showed that Rspo2 typically had little or no effect on Wnt-dependent gene expression at 3 or 6 h, but enhanced expression at 24 h, consistent with biochemical data indicating that Rspo2 acts primarily to sustain rather than acutely increase Wnt pathway activation. Up-regulation of gene expression was inhibited by pre-treatment with Dickkopf1, a Wnt/β-catenin pathway antagonist, and by siRNA knockdown of β-catenin expression. While Dickkopf1 blocked Rspo2/Wnt3a-dependent down-regulation, a number of down-regulated genes were not affected by β-catenin knockdown, suggesting that in these instances down-regulation was mediated by a β-catenin-independent mechanism.

## Introduction

The R-spondin (Rspo) protein family consists of four homologous members that are dynamically expressed during embryogenesis and have important roles in development [1]–[5]. *Rspo2* participates in myogenesis, limb, laryngeal-tracheal and lung morphogenesis, osteoblast maturation and bone mineralization [4], [6]–[9], while *Rspo3* is required for placental formation, angioblast and vascular development [10], [11]. Mutations in particular *Rspo* genes cause human syndromes characterized by specific birth defects. For example, loss-of-function *Rspo1* mutations result in female-to-male gender reversal due to aberrant ovarian development [12], and *Rspo4* point mutations are associated with absent or malformed fingernails and toenails (anonychia) [13], [14].

Several lines of evidence have linked *Rspos* to the *Wnt* genes. The Wnts comprise a large family of secreted, lipid-modified glycoproteins that have a variety of crucial functions during embryonic development and contribute to tissue homeostasis in the adult [15]–[17]. *Rspo* and *Wnt* genes exhibit overlapping patterns of expression in many tissues during development, including the neural tube and muscle [2]–[4]. Together they induce myogenesis by stimulating the transcriptional activity of β-catenin [4], a key mediator of Wnt signaling that promotes differentiation or proliferation depending on the context [16]. Administration of Rspo protein to mice elicited a massive proliferative expansion of the small intestines, consistent with a direct effect on Wnt/β-catenin signaling in the crypts [18]. Recombinant Rspo supports the propagation of intestinal crypt and villus structures in three-dimensional *ex vivo* cultures [19]. Activation of the β-catenin pathway requires Wnt binding to receptors in the Frizzled family and co-receptors, low density lipoprotein receptor-related proteins 5 or 6 (LRP5/6). These interactions trigger phosphorylation of LRP5/6 and disassembly of a β-catenin degradation complex, which allows β-catenin to accumulate in the cytosol and translocate to the nucleus where it functions as a transcriptional co-activator [20], [21]. How Rspos enhance signaling through this pathway is uncertain. Reports vary regarding the ability of Rspos to bind Frizzleds, LRP6 or Wnts [22], [23]. One group suggested that Rspos inhibit LRP6 internalization and down-regulation [24], [25], although others disputed this mechanism [26]–[28]. Recent articles claim that LGR4/5/6 (leucine-rich repeat containing G protein-coupled receptor) function as Rspo receptors and regulate Wnt/β-catenin signaling through association with Wnt receptors [29]–[31].

The connection between Wnt and Rspo extends to cancer. *Wnt1* was identified as a gene that was insertionally activated by the mouse mammary tumor virus (MMTV) [32], [33], and subsequently shown to stimulate the formation of adenocarcinomas when expressed as a transgene in mouse mammary gland [34]. Expression of *Rspo2* and other *Rspo* family members also was induced by insertion of MMTV into mammary epithelial cell DNA, and similarly associated with tumorigenesis [35], [36]. Interestingly, activation of *Rspo* genes in MMTV-derived tumors was accompanied by independent activation of *Wnt* or *Fgf* genes, with *Rspo2* and *Wnt3a* expression being the most frequent combination [35]. Moreover, our recent study suggested that *Rspos* and *Wnts* cooperate to promote malignant transformation and/or influence tumor behavior of mammary cells [37]. Considering the well-established role of Wnt/β-catenin signaling in several types of cancer [15]–[17], stimulation of tumorigenesis via this pathway would not be surprising. However, other Wnt pathways also contribute to neoplasia [38], [39] and Rspo3 was recently shown to activate JNK signaling [40], suggesting that the proposed cooperation of *Rspos* and *Wnts* in cancer might involve other mechanisms as well.

The present study was undertaken to investigate the interaction of Rspo and Wnt in mammary epithelial cells with a primary focus on the regulation of gene expression. We used the C57MG mouse mammary epithelial line as our model system because several earlier reports had characterized Wnt target genes in this setting [41]–[46], facilitating our analysis of Rspo effects on Wnt-dependent gene expression. In contrast to previous studies that relied on the use of crude Wnt-containing conditioned medium or C57MG cells transfected with Wnt cDNA, we used purified recombinant proteins, Rspo2 and Wnt3a, thus ensuring the specificity of elicited responses and enabling time-course and dose-response experiments. Our investigation revealed the up-regulation and down-regulation of many novel Wnt target genes, which often was enhanced by concomitant Rspo2 addition. Typically up-regulation was mediated by β-catenin, as indicated by inhibition with small interfering RNA (siRNA) that blocked β-catenin expression and the Wnt/β-catenin pathway antagonist Dickkopf 1 (Dkk1) [47]. Interestingly, Dkk1 also inhibited the down-regulation of Wnt3a/Rspo2 target genes, but only a subset of these decreases in expression was disrupted by knockdown of β-catenin. This suggested that β-catenin-independent mechanisms elicited by Wnt3a and Rspo2 also control gene expression in mammary epithelial cells.

## Results and Discussion

### Microarray analysis of Rspo2/Wnt3a-dependent gene expression in C57MG cells

Initially we monitored the expression of prototypical Wnt target genes (*Axin2*, *Ccnd1*, *Msln*; for accession numbers of genes mentioned in this article see Table S2) by quantitative real-time RT-PCR (qRT-PCR) in time-course and dose-response experiments to optimize conditions for the microarray analysis. Based on these results, C57MG cells were incubated for 24 h with 100 ng/ml Rspo2 or Wnt3a alone or in combination, or with the carrier protein bovine serum albumin (BSA, 16 µg/ml). Total RNA was harvested from triplicate monolayers corresponding to each treatment group and analyzed with Agilent's Whole Mouse Genome Oligo-4×44K microarray, which is comprised of 41,534 60-mer oligonucleotide probes representing over 41,000 transcripts. 

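C57MG is a mouse mammary epithelial cell line, and BSA was the carrier protein. The 4 treatment groups had 3 monolayers each, so 12 arrays were hybridized, each with RNA labeled with a single dye. The deposited scanner files give, for each spot, the intensity after the scanner software subtracted background, and a flag for spots well above background. The authors also deposited a table of spot signals divided by the 75th percentile of the array; between 99.41% and 99.93% of its values on each array were recomputed from the mean signal of the spots to within 1% or the rounding of the table. The background-subtracted intensities were used here. After 1327 of the 520548 spot values had been left out because the scanner software marked them as uneven or as outliers, the 43379 spots other than controls were averaged into 41174 distinct probes, converted to log2 and expressed relative to the 75th percentile of the array. Between 53.21% and 64.16% of probes (median 54.52%) were well above background on the BSA arrays, 51.28% to 58.8% (median 53.81%) with Rspo2, 54.09% to 55.18% (median 54.92%) with Wnt3a and 56.32% to 61.74% (median 56.46%) with Rspo2 plus Wnt3a. The 75th percentile itself had a median of 1081 intensity units with BSA (951.1 to 1146), 879 with Rspo2 (793 to 1022), 805.7 with Wnt3a (773.9 to 898.8) and 958.7 with both (941.8 to 1058). The number of arrays, 3 per group, limits the precision of every value. Groups were compared in 1 limma fit over all 12 arrays, and a probe counted as changed when its p, adjusted by the Benjamini-Hochberg method over the detected probes, was under 0.05 and its change was at least 2-fold. The 12 arrays lay on 3 slides. Slide 1 held the 3 BSA arrays and Rspo2 replicate 1, slide 2 held Rspo2 replicates 2 and 3 with Wnt3a replicates 1 and 2, and slide 3 held Wnt3a replicate 3 with the 3 arrays of the combination. No slide held BSA beside Wnt3a or beside the combination, so those comparisons are also comparisons between slides; a fit with slide as a further term is possible because the Rspo2 and Wnt3a groups were split.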

A total of 22,696 transcripts were detected in the C57MG cells. 

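Of the 41174 distinct probes, 22749 (55.3%) were well above background on all 3 arrays of at least 1 group. The BSA group contributed 21504 such probes, Rspo2 20653, Wnt3a 21483 and the combination 22376, and 20406 probes passed on every one of the 12 arrays. The detected probes carried 13259 distinct gene symbols. When the looser flag for a positive and significant signal replaced the flag for signal well above background, 28054 probes passed.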

Expression of 1100 genes was altered at least two-fold by Rspo2 and Wnt3a alone or together, relative to the BSA control (p<0.05). 

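Across the 3 comparisons with BSA, 1335 of the detected probes changed with at least 1 treatment, and these probes carried 921 gene symbols. The count moved most when the 2-fold requirement was dropped, to 10712 probes. It moved furthest downward, to 330, when the normexp background correction, with an offset of 50 intensity units, replaced that of the scanner software. The median signal of all tested probes was 728.4 intensity units and 8.66% of them were under 50 units, against 63.8% of the probes lowered by Rspo2 and 23.8% of those lowered by the combination. The number of probes changed by any treatment was 533 with slide as a term in the fit.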

Distinct patterns of expression were associated with each treatment group as illustrated by a heat map of differentially expressed genes (Figure 1A). 

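In a principal component analysis of the detected probes, the first component held 40.3% of the variance and placed the groups in the order BSA (-42.19 to -38.67), Rspo2 (-15.6 to -7.67), Wnt3a (7.07 to 20.08) and Rspo2 plus Wnt3a (35.29 to 41.7), with no overlap between groups. The second component held 18.7% and set the 4 arrays of slide 2 (-29.41 to -24.82) apart from the others. The third held 13.0%. Correlations of log2 signals between arrays of the same group lay between 0.989 and 0.996, and those between arrays of different groups between 0.977 and 0.993, so the ranges overlapped.

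**Figure D1:**
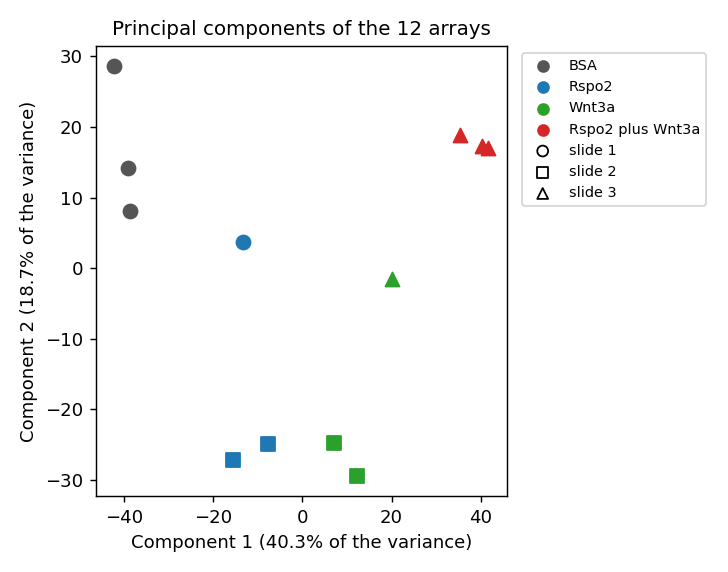
Scores of the 12 arrays on the first and second principal components of log2 signal, colored by treatment group and with a different marker for each slide. The groups are ordered along the first component, and the 4 arrays of slide 2 have the lowest scores on the second.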

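Compared with BSA, 164 probes changed with Rspo2, 573 with Wnt3a and 1155 with Rspo2 plus Wnt3a. The order was the same under each of the alternatives in processing and testing and with each array left out in turn. The counts were 65, 146 and 500 with slide as a term in the fit. When the 6 arrays of a comparison were split into groups of 3 in the 9 other ways, limma called at most 2 probes in any of them.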

The greatest number of changes in expression was observed with the combination of Rspo2 and Wnt3a. Not only were genes up-regulated by Rspo2 plus Wnt3a (Figure 1A, lower portion of heat map), but an even larger number were down-regulated by this treatment (Figure 1A, upper and middle portion). 

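Rspo2 plus Wnt3a raised 292 probes and lowered 863 relative to BSA, with a median log2 change of 1.44 among the former and -1.27 among the latter. The largest changes among probes well above background on every array of both groups, whose groups did not overlap (10% of unchanged probes would be so by chance), included cholesterol 25-hydroxylase. *Ch25h* rose from a log2 signal of -3.90 ± 0.28 (SD, n = 3) to 0.32 ± 0.09 (SD, n = 3), a log2 fold change of 4.22 (standard error 0.14, adjusted p = 2.72e-08). Among the falls, *Oas2* changed by -3.24 (standard error 0.15, adjusted p = 2.59e-07), *Mx2* by -3.21 (standard error 0.32, adjusted p = 3.94e-05) and *Foxred2* by -3.06 (standard error 0.12, adjusted p = 4.99e-08); with slide as a term the fall of *Mx2* remained but its adjusted p was no longer under 0.05. *Cntn1* was below background on all 3 arrays of the combination and was at least 17.2-fold lower.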

Approximately 25% of the affected genes were up-regulated (Figure 1B) and 75% down-regulated (Figure 1C) by the recombinant proteins. 

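Of the probes changed with at least 1 treatment, 318 (23.8%) were higher and 1019 (76.2%) lower, with 2 probes counted in both directions because different treatments moved them oppositely. Lower probes made up 86.0% of the changes with Rspo2, 83.9% of those with Wnt3a and 74.7% of those with the combination. The share of higher probes depended on the scaling of the arrays: it was 39.6% after quantile normalization and 15.5% when the 75th percentile was taken over probes well above background on all arrays. Without the fold requirement it was 55.8%. After quantile normalization, 48.7% of the probes changed by Wnt3a alone were lower. Left out in turn, BSA replicate 1 moved the share higher to 30.7% and BSA replicate 2 to 18.6%.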

Rspo2 alone altered the expression of relatively few genes (14 up-regulated, 90 down-regulated), and most (90) were affected by Wnt3a as well (Figure 1B and 1C). 

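With Rspo2 alone, 23 probes were higher and 141 lower, with median log2 changes of 1.24 and -1.22. Wnt3a changed 134 of them in the same direction (14 higher and 120 lower), which is 81.7% of the 164 (54.13%, as percent of Rspo2 calls shared with Wnt3a, without Rspo2 replicate 1); the combination changed 111 of the 164 in the same direction. The number of probes changed by Rspo2 fell to 92 without Rspo2 replicate 3 and to 97 without BSA replicate 1, and rose to 242 without Rspo2 replicate 1. The lowered probes were dim: their median signal was 39.6 intensity units, and 25.5% of them were well above background on all 12 arrays. When only probes well above background on all arrays were tested, 49 changed with Rspo2. With the normexp background correction 3 changed with Rspo2, and 89 of the 164 had the opposite direction, 4 of these 89 on probes well above background on all 12 arrays.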

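Wnt3a alone raised 92 probes and lowered 481, with median log2 changes of 1.33 and -1.23. A further 734 probes (217 higher and 517 lower) changed with Rspo2 plus Wnt3a and with neither protein alone. Of these, 709 moved in the same direction with Wnt3a alone, and 509 had an adjusted p under 0.05 with Wnt3a at less than 2-fold. Their median log2 change with Wnt3a was 0.61 for the higher and -0.73 for the lower probes, compared with 1.31 and -1.19 with both proteins. A direct comparison of the combination with Wnt3a called 106 of the 734. Over all detected probes that comparison called 170 (94 higher and 76 lower), and 340 without Wnt3a replicate 3.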

While Wnt3a increased the expression of 72 genes and decreased the expression of 350, an additional 664 transcripts were only altered by the combination of Rspo2 and Wnt3a (Figure 1B and 1C). These results reinforced the idea that Rspo2 and Wnt3a have overlapping and synergistic effects on gene expression.

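For overlap, the log2 changes with Rspo2 and with Wnt3a had a correlation of 0.807 across the detected probes, which are not independent replicates. Both comparisons use the same BSA arrays, and data simulated with neither protein acting gave a mean correlation of 0.500 for that reason alone. When Wnt3a was simulated without effect and Rspo2 with the observed one, the mean correlation was 0.235, and 68.88% of the probes changed by Rspo2 had Wnt3a in the same direction, against 98.17% in the data. Neither simulation gave the Rspo2 and Wnt3a arrays that lay together on slide 2 a common difference from the BSA arrays, so slides stay open as a part of the overlap. For synergy, the change with both proteins was compared with the sum of the separate changes on the log2 scale. This interaction was at least 2-fold with an adjusted p under 0.05 for 438 probes, 290 of them positive and 148 negative, and for 813 probes at an unadjusted p under 0.05. Of the probes raised by the combination, 63 had a positive interaction and 5 a negative one. Of those lowered, 67 had a negative interaction and 57 a positive one, that is, a smaller fall than the sum. The combination itself did not change 170 of the probes with a positive interaction. The balance of signs depended on the scaling: negative interactions were 33.8% of the total, and 60.9% after quantile normalization. Under the setting that moved the count most, the normexp background correction, 3 probes had an interaction; with slide as a term there were 151, 93 of them among the 438. The count was 744 without Rspo2 replicate 1 and 279 without Wnt3a replicate 2, and that of the positive ones 531 without Rspo2 replicate 1 and 152 without Rspo2 replicate 2. Among probes well above background on all 12 arrays and named through the annotation reference, and beside genes of Table 1, the largest positive interactions were those of *Sema3c* at 1.86 (adjusted p = 6.52e-05) and *Gfra2* at 1.82 (adjusted p = 0.00238), and the largest negative ones those of *Hsd11b1* at -2.24 (adjusted p = 0.000103), *Rgcc* at -2.04 (adjusted p = 0.000103), *Agt* at -1.94 (adjusted p = 0.00082), *Dhrs3* at -1.92 (adjusted p = 3.52e-05) and *Pde8a* at -1.91 (adjusted p = 0.000233). A second probe of *Sema3c* had an interaction of 1.81 (adjusted p = 0.00151) and did not change 2-fold with the combination. From the small number of genes altered by Rspo2, most of them also altered by Wnt3a, and the additional transcripts altered only by the combination, the paper draws support for the idea that the proteins have overlapping and synergistic effects.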

**Figure 1:**
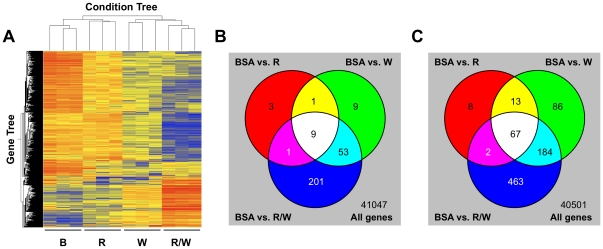
Schematic summary of Rspo2/Wnt3a-dependent gene expression in C57MG cells. (**A**) Heat map shows genes that were up-regulated (red) or down-regulated (blue) at least two-fold relative to the normal value (yellow). Microarray analysis was performed with RNA harvested and processed individually from three monolayers for each treatment group [B = BSA (16 ug/ml); R = Rspo2 (100 ng/ml); W = Wnt3a (100 ng/ml); R/W = Rspo2 (100 ng/ml) + Wnt3a (100 ng/ml)]. (**B**) Venn diagram indicates the number of genes that were up-regulated uniquely or in common by Rspo2, Wnt3a or the combination of both. (**C**) Venn diagram indicates the number of genes that were down-regulated uniquely or in common by Rspo2, Wnt3a or the combination of both.

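The ontology categories were not recomputed here. In their place, 15 lists of genes written from general knowledge were tested with camera, at a preset correlation of 0.01 between genes, in each comparison with BSA and for the interaction. Of the 60 tests, 25 had a Benjamini-Hochberg adjusted p under 0.05. Of these 25, 23 also did so with fry and 10 with the correlation estimated from the data. The 9 detected genes of Wnt/β-catenin feedback rose with Rspo2 plus Wnt3a, all 9 higher and 6 of them changed, by a mean log2 of 1.57 (adjusted p = 4.82e-05). With Wnt3a alone their mean was 0.49 (adjusted p = 0.0517), and their interaction averaged 1.06 (adjusted p = 3.2e-05). The 28 cell cycle genes had a mean of 0.17 with the combination (adjusted p = 0.0672). The 12 detected *Hox* genes had a mean interaction of 0.55, with 10 of 12 positive (adjusted p = 0.0236, and 0.207 with the correlation estimated from the data).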

Characterization of Rspo2/Wnt3a responsive genes according to gene ontology classification showed a strong correlation with development (183 genes, P-value 2.06E-09) and signal transduction (211 genes, P-value 1.08E-06). This was not surprising given the established association of Rspos and Wnts with these biological processes. However, the diversity of subcategories within these groups was noteworthy, implying potential relevance beyond mammary cell biology and extensive crosstalk with other signaling pathways (Table S1). Unexpectedly, there was an even stronger link to genes involved in immune response (89 genes, P-value 1.15E-19), including innate immunity and inflammation (Table S1). 

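Lists of genes that act in innate immunity fell as groups in the same camera tests. For 34 interferon-stimulated genes the mean log2 change was -0.34 with Rspo2 (adjusted p = 2.53e-08), -0.73 with Wnt3a (adjusted p = 1.44e-15) and -1.13 with both (adjusted p = 4.22e-15); 30 of the 34 were lower with both and 18 changed. The 16 detected chemokine genes averaged -0.47, -0.58 and -1.01 in the same order (adjusted p = 6.29e-05, 0.000101 and 8.1e-06), and 10 of them changed with both. The 19 NF-κB target genes averaged -0.51, -0.55 and -0.73 (adjusted p = 2.68e-09, 7.08e-07 and 1.2e-06), with a positive interaction of 0.32 (adjusted p = 0.000492). With the correlation estimated from the data, the falls of the chemokine list, that of the interferon list with Rspo2 and the interaction of the NF-κB list no longer had an adjusted p under 0.05. Over the 84 genes of these and the acute phase list together, the mean was -0.476 ± 0.052 (SD, n = 3 arrays) with Rspo2, -0.762 ± 0.041 (SD, n = 3) with Wnt3a and -1.093 ± 0.099 (SD, n = 3) with both. In the fit with slide as a term these means were -0.536, -0.864 and -1.221.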

While contributions of Wnt signaling to the development and function of the immune system have been described [48], [49], many of the immune response genes detected in our microarray analysis were not previously associated with Wnt or Rspo regulation and therefore suggest novel mechanisms of immune regulation. In addition to these gene ontology categories, several putative Rspo2/Wnt target genes were classified among various metabolic processes (Table S1). Interestingly, Wnt/β-catenin signaling was recently reported to control the hepatic expression of genes that mediate gluconeogenesis [50].

### Validation of known and novel target genes

We verified the expression pattern of several dozen genes by qRT-PCR (Table S2), confirming the reliability of the microarray analysis. 

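Table S2 gives qRT-PCR values for the 50 genes of Tables 1 to 5. Across these genes, which are not independent replicates, the log2 fold changes on the arrays and the log2 of the qRT-PCR values, which are the paper's, had a Spearman correlation of 0.587 with Rspo2, 0.792 with Wnt3a and 0.886 with both, and a Pearson correlation of 0.774, 0.922 and 0.949. Each of the 6 had a permutation p of 1e-05, two-sided, before and after Benjamini-Hochberg adjustment, which is the smallest p that the permutations can give. The direction was the same for 39 of 50 genes with Rspo2 and for all 50 with Wnt3a and with both; without the genes whose probe was below background in both groups compared, it was the same for 38 of 48 with Rspo2 and 49 of 49 with Wnt3a, with Spearman correlations of 0.604 and 0.809. Table S5 gives the same reverse primer for *Igfbp2* and *Fgf21*; without these 2 genes the Spearman correlations were 0.612, 0.797 and 0.888. The correlation that moved most was that of Wnt3a, with a Spearman value of 0.570 under the normexp background correction. On the arrays 10 of the 50 changed with Rspo2, 31 with Wnt3a and 50 with both. With p values adjusted over the list alone, 10, 32 and 50 changed; the study chose these genes from the same arrays, so the latter is not independent evidence. Of the 91 calls in all, 28 held under every alternative and with every array left out.

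**Figure D2:**
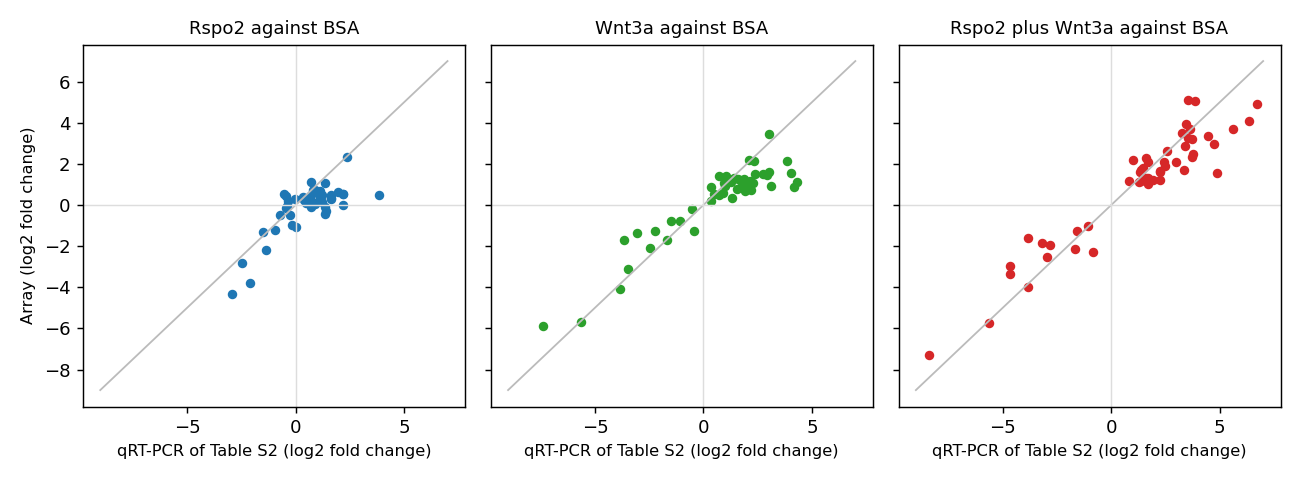
Log2 fold change on the arrays against the log2 of the qRT-PCR fold change of the paper for the 50 genes of Tables 1 to 5, with 1 panel for each treatment compared with BSA. The correlation is higher with both proteins than with Rspo2 alone.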

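The sizes of the changes were compared for the same 50 genes. The array and qRT-PCR values lay within 1 log2 unit of each other for 34 genes with Rspo2, 34 with Wnt3a and 31 with both. The qRT-PCR change was the larger for 37, 39 and 33 genes. Without the genes whose probe was below background in both groups it was the larger for 35 of 48 genes with Rspo2 and 38 of 49 with Wnt3a, and 34 were within 1 log2 unit in each. The median absolute log2 change with both proteins was 2.17 on the arrays and 2.97 by qRT-PCR, and with Rspo2 it was 0.469 and 0.933.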

In a few instances the magnitude of change in gene expression elicited by Rspo2 and/or Wnt3a relative to BSA differed in qRT-PCR vs. microarray analysis, but the overall pattern was similar in a large majority of the genes examined. 

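The array values of *Axin2*, *Ccnd1*, *Msln*, *Ctgf* (*Ccn2* in current annotation), *Efnb2* and *Twist1* were as follows. *Axin2*, on chromosome 11 of GRCm38.p6 from 108917828 to 108950783, was below background on all arrays of BSA, Rspo2 and Wnt3a and well above it on the 3 arrays with both proteins. It was at least 9.39-fold higher with both than with BSA (adjusted p = 1.14e-05) and at least 11.6-fold higher than with Wnt3a. By the paper's qRT-PCR, *Axin2* rose 2.68-fold with Rspo2, 19.97-fold with Wnt3a and 103.63-fold with both. In that assay it therefore rose with Wnt3a alone, and both proteins exceeded Wnt3a by less than the bound on the arrays. *Ccnd1* had a log2 fold change of 0.46 with Rspo2, 1.08 with Wnt3a and 1.70 (standard error 0.16, adjusted p = 2.16e-05) with both, and an interaction of 0.17 (adjusted p = 0.649); with slide as a term neither rise was called, and without Wnt3a replicate 3 the rise with Wnt3a was 0.99, under 2-fold. *Msln* rose by 1.54 (standard error 0.08, adjusted p = 4.07e-07), *Ccn2* by 1.34 (standard error 0.09, adjusted p = 3.51e-06), *Efnb2* by 1.21 (standard error 0.14, adjusted p = 0.000112) and *Twist1* by 1.02 (standard error 0.11, adjusted p = 6.61e-05) with both. With Wnt3a alone these 4 genes rose by 0.86, 0.88, 0.86 and 0.34. The rise of *Twist1* with both fell under 2-fold after quantile normalization, with slide as a term and without BSA replicate 1 or replicate 1 of the combination. All 11 genes of Table 1 changed with both proteins, 5 with Wnt3a and none with Rspo2, for which 4 had an adjusted p under 0.05 at less than 2-fold.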

We observed the up-regulation of several previously identified Wnt/β-catenin target genes including those encoding *Axin2*, *Ccnd1*, *Msln*, *Ctgf*, *Efnb2* and *Twist1* (Table 1). While the expression of these genes is mediated by β-catenin/TCF complexes, we also observed changes that involved β-catenin interactions with other transcription factors such as the retinoic acid receptor-dependent, up-regulation of *Enpp2/autotaxin* [51]. 

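*Enpp2*, on chromosome 15 of GRCm38.p6 from 54838901 to 54952789, had a log2 signal of -3.87 ± 0.25 (SD, n = 3) with BSA and -0.65 ± 0.10 (SD, n = 3) with both proteins, a log2 fold change of 3.22 (standard error 0.20, adjusted p = 1.25e-06). It did not rise with Rspo2, at -0.44 (adjusted p = 0.143), and rose less than 2-fold with Wnt3a, at 0.94 (adjusted p = 0.0058). Its interaction was 2.71 (standard error 0.28, adjusted p = 0.000718), the largest positive one among such probes named through the annotation reference. The difference between the combination and BSA was larger than the spread between replicates in either group, and it lost its adjusted p under 0.05 only with the normexp background correction. By the paper's qRT-PCR, *Enpp2* rose by a log2 of 1.339 with Rspo2, 3.093 with Wnt3a and 3.7 with both. In that assay the rise with both was smaller than the sum of the separate rises, so the positive interaction was seen on the arrays only.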

Of note, many of the changes in gene expression confirmed in C57MG cells also were verified by qRT-PCR in another mouse mammary epithelial cell line, NOG-8 (data not shown). Because the regulation of several previously documented Wnt target genes was common to cells from other organs, we suspect that at least some of the new data obtained in the present microarray analysis are likely to be relevant to other tissues and cell types. Interestingly, Rspo2 strongly enhanced the β-catenin-dependent activity of Wnt4 in C57MG cells, which by itself was low compared to Wnt3a. However, a combination of Rspo2 and Wnt5a was unable to stimulate *Axin2* expression in C57MG cells, consistent with the general lack of Wnt5a activity in the β-catenin pathway.

**Table 1:** Microarray data of known Wnt/β-catenin target genes validated by qRT-PCR.

	Rspo2		Wnt3a		Wnt3a/Rspo2	
Gene	Fold change	*P* value	Fold change	*P* value	Fold change	*P* value
*Axin2*	0.75	0.44	1.53	0.17	21.62	0.01
*Rhou*	0.99	0.96	2.22	0.01	12.78	0.15E-2
*Enpp2*	0.75	0.19	1.92	0.02	9.21	0.95E-3
*Ahr*	1.02	0.82	2.1	0.67E-3	7.24	0.90E-3
*Klf5*	1.45	0.01	2.23	0.34E-2	5.06	0.76E-2
*Edn1*	1.41	0.01	2.18	0.19E-2	4.22	0.19E-5
*Ccnd1*	1.39	0.08	2.12	0.02	3.28	0.02
*Msln*	1.14	0.03	1.82	0.39E-2	2.91	0.23E-4
*Ctgf*	1.24	0.06	1.84	0.11E-2	2.52	0.67E-3
*Efnb2*	1.47	0.02	1.82	0.03	2.3	0.13E-2
*Twist1*	1.19	0.02	1.27	0.09	2.04	0.015

Fold change relative to level in cells treated with BSA.

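*Cxcr6*, on chromosome 9 of GRCm38.p6 from 123806477 to 123811754, was well above background on 2 of 3 arrays with BSA, 1 of 3 with Rspo2 and all 3 with Wnt3a and with both proteins. Its log2 signal was -5.46 ± 1.64 (SD, n = 3) with BSA and -0.37 ± 0.06 (SD, n = 3) with both. The log2 fold change was 0.15 (adjusted p = 0.882) with Rspo2, 2.12 (standard error 0.59, adjusted p = 0.0206) with Wnt3a and 5.09 (standard error 0.59, adjusted p = 0.000119) with both, and the interaction was 2.82 (adjusted p = 0.0601). Left out in turn, BSA replicates 2 and 3 moved the change with Wnt3a to 2.885 and 1.252 and that with both to 5.855 and 4.222. The change with Wnt3a was no longer called with slide as a term or without Wnt3a replicate 2, and the change with both was not called with slide as a term. *Hif1a* had a log2 fold change of 0.18 (adjusted p = 0.126) with both proteins.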

Among the immune response genes confirmed by qRT-PCR (Table 2), the increase in expression of the chemokine receptor *CXCR6* was of particular interest because of its association with mammary and prostate cancer [52]–[55]. Lin et al. reported that *CXCR6* expression is mediated by HIF1α and contributes to breast cancer metastasis [55]. HIF1α is another transcription factor that acts in concert with β-catenin to regulate a set of target genes [56]; perhaps such cooperation controls *CXCR6* expression as well. 

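*Il33*, on chromosome 19 of GRCm38.p6 from 29925113 to 29960718, was well above background on all 12 arrays, with a log2 signal of -4.06 ± 0.12 (SD, n = 3) with BSA, -1.71 ± 0.11 (SD, n = 3) with Rspo2, -0.60 ± 0.11 (SD, n = 3) with Wnt3a and 1.01 ± 0.02 (SD, n = 3) with both. The log2 fold change was 2.35 (standard error 0.09, adjusted p = 4.57e-07), 3.46 (standard error 0.09, adjusted p = 7.49e-09) and 5.07 (standard error 0.09, adjusted p = 1.37e-10). It was the largest rise in each comparison among probes well above background in both groups. The interaction was -0.75 (adjusted p = 0.00909), a rise with both that was smaller than the sum of the separate rises on the log2 scale.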

The striking increase in *interleukin 33* (*IL33*) also was noteworthy. Although originally associated with T cell activation, IL33 subsequently has been shown to act on a variety of cell types [57]. In contrast to *CXCR6* and *IL33*, the chemokines *CCL5* and *CCL7* were down-regulated by Wnt3a alone and in combination with Rspo2. Both Rspo2 and Wnt3a inhibited the expression of several acute phase reactants (*Saa3, C3, Hp and Lcn2*), in some instances by >90%. 

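*Ccl5* had a log2 fold change of -0.48 (adjusted p = 0.0652) with Rspo2, -0.79 (standard error 0.16, adjusted p = 0.00525) with Wnt3a, a fall of less than 2-fold, and -1.26 (standard error 0.16, adjusted p = 0.000237) with both. *Ccl7* fell with each protein, with a log2 change of -1.33 (adjusted p = 0.00124) with Rspo2 and -1.70 (standard error 0.14, adjusted p = 5.57e-05) with Wnt3a, and of -2.97 (standard error 0.14, adjusted p = 2.84e-07) with both. The fall of *Ccl7* was larger with both than with Wnt3a, with a difference of -1.27 (adjusted p = 0.000505) in the direct comparison, whereas for *Ccl5* that difference was -0.47 (adjusted p = 0.158), and for a second probe of *Ccl5* -0.60 (adjusted p = 0.029). The interactions of *Ccl5* and *Ccl7* were 0.01 (adjusted p = 0.978) and 0.06 (adjusted p = 0.872).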

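*C3* was well above background on all 12 arrays and its log2 fold change was -2.20 (standard error 0.16, adjusted p = 9.83e-05) with Rspo2, -3.11 (standard error 0.16, adjusted p = 3.87e-06) with Wnt3a and -3.98 (standard error 0.16, adjusted p = 7.6e-08) with both, which is 78.2%, 88.4% and 93.7% lower than with BSA. *Lcn2* was 95.1% lower with Rspo2 (adjusted p = 7.15e-08), 98.3% lower with Wnt3a (adjusted p = 2.74e-09) and 99.4% lower with both, where 1 of 3 arrays was above background. *Hp* had a log2 change of -2.80 (adjusted p = 0.0143) with Rspo2 and was at least 20.6-fold lower with Wnt3a, where no array was above background. With both proteins the log2 change of *Hp* was -5.72 (adjusted p = 2.41e-05), where only replicate 1 of the combination was above background. Without that replicate the change can be given only as a bound. *Saa3* was below background on all arrays with Rspo2 and with Wnt3a, at least 5.16-fold and at least 6.12-fold lower, and with both its log2 change was -3.37 (adjusted p = 0.000375) with 1 array above background. The fall of *Hp* with Rspo2 was no longer called without Rspo2 replicate 3 or with slide as a term. The 18 detected acute phase and complement genes averaged -0.84 (adjusted p = 4.8e-06 from camera), -1.33 (adjusted p = 4.27e-09) and -1.64 (adjusted p = 9.89e-09) in the 3 comparisons, with medians of -0.24, -0.47 and -1.04.

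**Figure D3:**
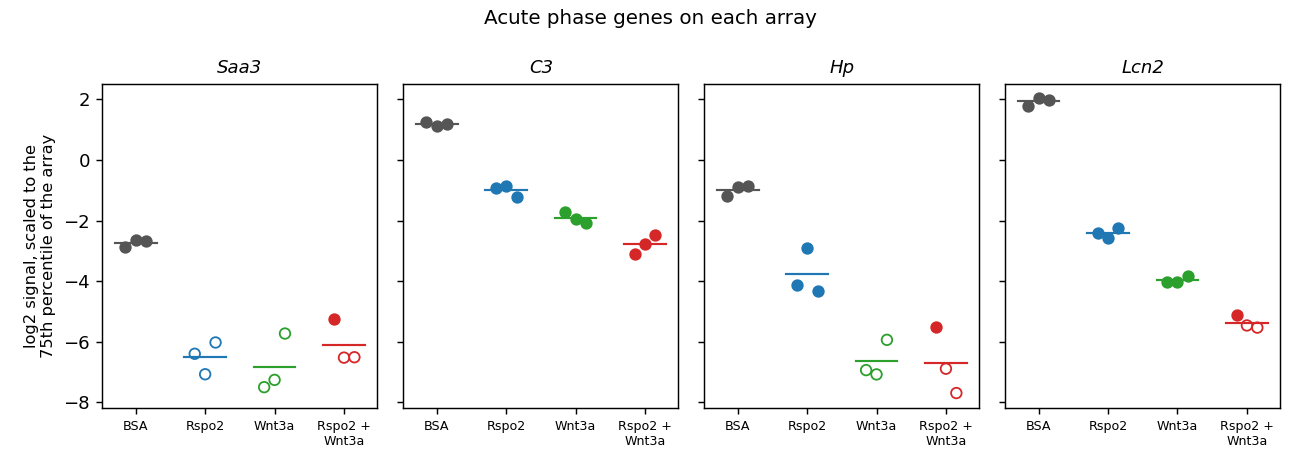
Log2 signal relative to the 75th percentile of the array for *Saa3*, *C3*, *Hp* and *Lcn2* on each of the 12 arrays, by treatment group. Lines are group means and open circles are arrays on which the probe was not well above background; every treated array lies below every BSA array.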

While some changes in expression of immune response genes such as *CXCR6* presumably have a direct effect on mammary epithelial cells, others might regulate immune function in the microenvironment. Alternatively, *Saa3* expressed by the bovine mammary gland is transmitted in milk and thought to facilitate immune function in the offspring [58].

**Table 2:** Microarray data of immune response genes validated by qRT-PCR.

	Rspo2		Wnt3a		Wnt3a/Rspo2	
Gene	Fold change	*P* value	Fold change	*P* value	Fold change	*P* value
*IL33*	5.11	0.19E-2	11.03	0.22E-2	33.54	0.36E-4
*CXCR6*	0.74	0.65	2.96	0.04	22.84	0.67E-5
*TGFb2*	1.11	0.39	1.62	0.09	4.38	0.05
*InhbA*	1.40	0.06	2.00	0.52E-3	3.74	0.01
*TGFbR2*	1.03	0.77	1.89	0.05	3.20	0.03
*CCL5*	0.69	0.05	0.58	0.21E-2	0.38	0.39E-3
*IRF7*	0.71	0.32E-3	0.40	0.14E-3	0.28	0.11E-2
*CCL7*	0.40	0.12E-2	0.31	0.15E-2	0.13	0.11E-2
*Saa3*	0.08	0.18E-2	0.09	0.75E-3	0.11	0.20E-3
*C3*	0.22	0.10E-3	0.12	0.39E-3	0.06	0.40E-3
*Hp*	0.16	0.11E-2	0.02	0.53E-2	0.03	0.51E-2
*Lcn2*	0.05	0.31E-2	0.02	0.29E-2	0.01	0.29E-2

Fold change relative to level in cells treated with BSA.

Potential crosstalk between Wnt/Rspo and other growth factor signaling mechanisms was implicit in the synergistic up-regulation of multiple genes that participate in insulin/IGF, TGFβ and FGF pathways (Table 3). One of these genes, *IRS1*, also was identified as a pathophysiologically relevant Wnt/β-catenin target gene in colorectal carcinomas [59]. 

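All 8 genes of Table 3 changed with Rspo2 plus Wnt3a, 4 changed with Wnt3a and none with Rspo2. In the direct comparison with Wnt3a, 7 of the 8 were higher with both, all 7 with an adjusted p under 0.05. The interaction was positive for 7 of 8 and had an adjusted p under 0.05 for 3, of which only *Tgfb2* reached 2-fold. Of these 3, the paper's qRT-PCR put the rise with both above the sum of the separate log2 rises only for *Fgfrl1*. Its qRT-PCR log2 rises were 0.496 with Rspo2, 0.356 with Wnt3a and 1.709 with both. Those of *Tgfb2* were 1.239, 1.903 and 3.002, and those of *Irs1* 0.895, 1.526 and 2.236. *Tgfb2* rose by 2.10 (standard error 0.23, adjusted p = 8.79e-05) with both, with an interaction of 1.25 (adjusted p = 0.0433). *Tgfbr2* rose by 1.66 (standard error 0.18, adjusted p = 6.24e-05), with an interaction of 0.74 (adjusted p = 0.085). *Spry1* rose by 2.08 (standard error 0.10, adjusted p = 3.56e-07), with an interaction of 0.07 (adjusted p = 0.766). *Fgfrl1*, the current symbol of *FGFR5*, rose by 1.30 (standard error 0.11, adjusted p = 9.45e-06), with an interaction of 0.98 (adjusted p = 0.00504). *Igfbp2* was above background on 1 BSA array and rose 2.82-fold with Wnt3a (adjusted p = 0.0119) and by a log2 of 3.24 (standard error 0.37, adjusted p = 0.000103) with both. Neither rise of *Igfbp2* was called with the normexp background correction, and that with Wnt3a was not called with slide as a term either. *Fgf21*, also above background on 1 BSA array, rose by 1.27 (adjusted p = 0.00748) with Wnt3a and 1.24 (adjusted p = 0.00592) with both; neither was called with slide as a term, with the normexp background correction or with a floor on low signals, the rise with both was not called without replicate 1 of the combination either, and with normexp it was -0.04. As whole lists with both proteins, 14 insulin/IGF genes had a mean log2 change of 0.20, a median of -0.19 and a downward camera test (adjusted p = 0.354), 34 TGFβ superfamily genes a mean of 0.13 and a median of -0.03 with a downward test (adjusted p = 0.671), and 21 FGF genes a mean of 0.14 (adjusted p = 0.541). The mean interaction of the TGFβ list was 0.14 (adjusted p = 0.041, and 0.272 with the correlation estimated from the data), and that of the FGF list 0.11 (adjusted p = 0.0916).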

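*Irs1*, on chromosome 1 of GRCm38.p6 from 82233105 to 82291439, was well above background on all 12 arrays, at a log2 signal of 2.76 ± 0.22 (SD, n = 3) with BSA and 4.37 ± 0.14 (SD, n = 3) with both proteins. Its log2 fold change was 0.12 (adjusted p = 0.578) with Rspo2, 0.78 (standard error 0.14, adjusted p = 0.00266) with Wnt3a and 1.62 (standard error 0.14, adjusted p = 1.28e-05) with both, and its interaction 0.72 (adjusted p = 0.0454). A second probe of the gene was also higher with both than with Wnt3a.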

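*Igf1*, on chromosome 10 of GRCm38.p6 from 87858265 to 87937047, was well above background on all arrays except 1 with Rspo2. Its log2 signal was -4.39 ± 0.09 (SD, n = 3) with BSA and -2.59 ± 0.04 (SD, n = 3) with Rspo2 plus Wnt3a. The log2 fold change was 0.34 (adjusted p = 0.0492) with Rspo2, 1.11 (standard error 0.11, adjusted p = 0.000129) with Wnt3a and 1.80 (standard error 0.11, adjusted p = 9.29e-07) with both, and the interaction was 0.35 (adjusted p = 0.15). The rise with Wnt3a fell under 2-fold with slide as a term.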

Up-regulation of insulin/IGF pathway genes, including *IGF1*, is provocative given the association of IGF signaling and breast cancer [60]. Numerous studies have described interactions between Wnt and TGFβ or Wnt and FGF signaling [61], [62]. The present data extend these observations by suggesting that Wnt/Rspo signaling regulates the expression of various effectors in these growth factor pathways.

**Table 3:** Microarray data of genes in other growth factor signaling pathways.

	Rspo2		Wnt3a		Wnt3a/Rspo2	
Gene	Fold change	*P* value	Fold change	*P* value	Fold change	*P* value
*IGFbp2*	0.99	0.98	2.64	0.02	8.82	0.57E-2
*TGFb2*	1.11	0.39	1.62	0.09	4.38	0.05
*Spry1*	1.64	0.49E-2	2.42	0.21E-3	4.20	0.42E-4
*IGF1*	1.31	0.28	2.04	0.53E-2	3.21	0.81E-2
*TGFbR2*	1.03	0.77	1.89	0.05	3.20	0.03
*IRS1*	1.08	0.53	1.71	0.67E-2	3.06	0.17E-2
*FGFR5*	1.08	0.27	1.17	0.45	2.47	0.54E-2
*FGF21*	1.43	0.32	2.35	0.48E-2	2.37	0.07

Fold change relative to level in cells treated with BSA.

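Of the 8 transcription factors of Table 4, 5 rose and 3 fell with Rspo2 plus Wnt3a, and all 8 changed. With Wnt3a alone 3 were called higher and 3 lower, and with Rspo2 alone 1 of each. *Nanog* was below background on the BSA arrays and well above it on all others; it was at least 2.06-fold higher with Rspo2 (adjusted p = 0.0101), at least 1.89-fold with Wnt3a (adjusted p = 0.00368) and at least 2.19-fold with both (adjusted p = 0.000707). The calls of *Nanog* with Rspo2 and with both did not hold without BSA replicate 1 or with slide as a term. *Tcf4* rose by 1.13 (standard error 0.09, adjusted p = 1.1e-05) with both, whereas its other 2 probes rose by less than 2-fold.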

We verified that Rspo2 and/or Wnt3a controlled the expression of several transcription factors (Table 4). *Klf5* had been identified as a Wnt target gene in multiple settings including C57MG cells [45], [46], while the up-regulation of *Helt* was a novel finding as was the down-regulation of *Klf15*, *IRF7* and *Stat1* (Table 4). 

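*Klf5* rose by 0.54 (adjusted p = 0.0229) with Rspo2, 1.16 (standard error 0.13, adjusted p = 0.000257) with Wnt3a and 2.34 (standard error 0.13, adjusted p = 5.66e-07) with both. A second probe of *Klf5* did not rise with Wnt3a, at -0.05, and the call with Wnt3a did not hold with slide as a term. *Helt* rose by 0.55 (adjusted p = 0.0333), 1.57 (standard error 0.15, adjusted p = 0.000126) and 2.97 (standard error 0.15, adjusted p = 3.82e-07) in the same order, and its rise with Wnt3a was not called with slide as a term. *Klf15* was below background on every treated array and well above it on the BSA arrays, so it was at least 1.78-fold lower with Rspo2 (adjusted p = 0.031), at least 2.01-fold with Wnt3a (adjusted p = 0.0068) and at least 2.53-fold with both (adjusted p = 0.000152). With the normexp background correction the log2 change of *Klf15* with Rspo2 was 0.27, a reversed direction, and with slide as a term none of its changes were called. *Irf7* changed by -0.50 (adjusted p = 0.0445) with Rspo2, -1.34 (standard error 0.15, adjusted p = 0.000302) with Wnt3a and -1.85 (standard error 0.15, adjusted p = 9.64e-06) with both; the call with Wnt3a did not hold with slide as a term.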

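Table 5 lists 16 genes, of which 12 were called higher and 4 lower with Rspo2 plus Wnt3a. With Wnt3a alone 9 were called higher and 2 lower, and with Rspo2 alone 1 of each. *Ppfibp2* had the largest log2 fold change of the genes above background on all arrays of both groups, 0.73 (adjusted p = 0.0145) with Rspo2, 2.19 (standard error 0.14, adjusted p = 1.4e-05) with Wnt3a and 3.95 (standard error 0.14, adjusted p = 3.68e-08) with both. *Tspan18* was above background on 1 BSA array and on all 3 arrays with both, with a 13.0-fold rise (adjusted p = 6.24e-06). *Smoc1* fell with both, at -1.93 (standard error 0.14, adjusted p = 4.03e-06), and had a negative interaction of -1.13 (adjusted p = 0.0101). *Sox9* did not change with Rspo2, at 0.19 (adjusted p = 0.355), or with Wnt3a, at -0.21 (adjusted p = 0.259), and had a log2 change of -1.02 (adjusted p = 0.000274) with both; that change was under 2-fold without BSA replicate 1 and without replicate 2 or 3 of the combination, and was not called with slide as a term.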

Many other confirmed, previously unrecognized Wnt target genes are listed in Table 5. 

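*Tec* was below background with BSA, and was at least 1.25-fold higher with Wnt3a (adjusted p = 0.00567) and at least 4.91-fold higher with both (adjusted p = 2.25e-05). Neither call of *Tec* held with slide as a term. *Angpt1* changed by -0.17 (adjusted p = 0.411) with Rspo2, -1.27 (standard error 0.14, adjusted p = 0.000264) with Wnt3a and -2.54 (standard error 0.14, adjusted p = 6.13e-07) with both, and its interaction was -1.10 (adjusted p = 0.011). The call of *Angpt1* with Wnt3a did not hold with slide as a term. *Angptl4* had a log2 change of -1.21 (adjusted p = 0.0227) with Rspo2 and -1.62 (adjusted p = 0.00131) with both, with 1 of 3 arrays above background in each group, and was at least 3.16-fold lower with Wnt3a. The fall of *Angptl4* with Rspo2 became a rise of 0.30 with the normexp background correction, and it was not called without any 1 of the BSA arrays or Rspo2 replicates 2 or 3; its changes were not called with slide as a term. *Insc* rose by 0.63 (adjusted p = 0.00347) with Rspo2, 1.48 (standard error 0.08, adjusted p = 8.28e-06) with Wnt3a and 2.50 (standard error 0.08, adjusted p = 2.72e-08) with both.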

Included in this group are genes encoding the tyrosine kinases HCK and Tec, angiopoietin1 and angiopoietin-like4, and inscuteable, a mediator of cell polarity.

**Table 4:** Microarray data of transcription factor genes validated by qRT-PCR.

	Rspo2		Wnt3a		Wnt3a/Rspo2	
Gene	Fold change	*P* value	Fold change	*P* value	Fold change	*P* value
*Helt*	1.48	0.97	2.97	0.31E-2	7.80	0.16E-2
*Ahr*	1.02	0.82	2.10	0.67E-3	7.24	0.89E-3
*Klf5*	1.45	0.01	2.23	0.34E-2	5.06	0.76E-2
*TCF4*	1.29	0.59E-2	1.39	0.01	2.20	0.01
*Nanog*	2.05	0.73E-2	1.88	0.02	2.18	0.45E-2
*Klf15*	0.50	0.01	0.43	0.33E-2	0.30	0.39E-3
*IRF7*	0.71	0.32E-3	0.40	0.14E-3	0.28	0.11E-2
*Stat1*	0.50	0.04	0.31	0.02	0.22	0.02

Fold change relative to level in cells treated with BSA.

**Table 5:** Microarray data of additional novel target genes validated by qRT-PCR.

	Rspo2		Wnt3a		Wnt3a/Rspo2	
Gene	Fold change	*P* value	Fold change	*P* value	Fold change	*P* value
*PpFibp2*	1.52	0.07	4.30	0.88E-2	16.34	0.12E-2
*HCK*	1.13	0.79	3.49	0.02	13.46	0.97E-2
*Tspan18*	0.90	0.77	1.56	0.16	12.19	0.27E-4
*Tec*	0.93	0.68	2.68	0.03	11.54	0.29E-2
*Chrna1*	1.32	0.42	1.94	0.13	6.29	0.79E-2
*Klhl30*	1.66	0.17	2.23	0.43E-3	6.13	0.41E-5
*Insc*	1.55	0.13E-2	2.79	0.35E-3	5.64	0.12E-2
*Epac1*	0.92	0.26	2.71	0.01	4.83	0.12E-5
*Itgbl1*	2.15	0.06	2.59	0.91E-2	4.45	0.54E-3
*FHL1*	1.34	0.09	2.48	0.01	3.26	0.31E-2
*Wnt9a*	1.16	0.52	1.48	0.15	2.97	0.21E-2
*Rnd3*	1.15	0.39E-2	1.33	0.02	2.33	0.21E-2
*Sox9*	1.14	0.19	0.66	0.08	0.42	0.31E-2
*Angptl4*	0.43	0.04	0.25	0.01	0.33	0.01
*Smoc1*	0.97	0.76	0.59	0.03	0.26	0.34E-2
*Angpt1*	0.89	0.18	0.42	0.80E-3	0.17	0.17E-2

Fold change relative to level in cells treated with BSA.

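*Ahr*, on chromosome 12 of GRCm38.p6 from 35497979 to 35534989, was well above background on all 12 arrays, with a log2 signal of -0.78 ± 0.21 (SD, n = 3) with BSA, -0.74 ± 0.08 (SD, n = 3) with Rspo2, 0.30 ± 0.09 (SD, n = 3) with Wnt3a and 2.09 ± 0.10 (SD, n = 3) with both. The log2 fold change was 0.04 (adjusted p = 0.827) with Rspo2, 1.07 (standard error 0.11, adjusted p = 0.000174) with Wnt3a and 2.86 (standard error 0.11, adjusted p = 4.99e-08) with both. The interaction was 1.75 (standard error 0.15, adjusted p = 0.000217). The rise with Wnt3a was under 2-fold without BSA replicate 3, and it was not called with slide as a term.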

Induction of the aryl hydrocarbon receptor (*Ahr*) by Wnt3a and Rspo2 was especially noteworthy. Though described as a Wnt target gene in a few prostate carcinoma lines [63], this relationship had not been noted elsewhere. Ahr was first identified as the dioxane receptor and associated with its carcinogenic and other toxic effects. Subsequently Ahr was recognized as a transcription factor that bound endogenous or xenobiotic ligands and heterodimerized with Arnt/HIF2 to activate the expression of genes such as Cyp1a1 [64]. More recently Ahr was shown to function as an E3 ubiquitin ligase that targeted the estrogen and androgen receptors for degradation [65], [66], an activity that might be exploited in cancer therapy [67], [68]. Remarkably, Ahr also serves as an E3 ubiquitin ligase for β-catenin and treatment with natural Ahr ligands suppressed intestinal carcinogenesis in Apc^Min/+^ mice [69]. This implied that the up-regulation of Ahr could provide a mechanism to suppress tumorigenesis by administering Ahr ligands. Such an approach might be useful for the treatment and/or chemoprevention of colorectal, breast and perhaps other cancers. Conversely, Ahr ligand stimulated the expression of *Rspo1* in a zebrafish model of regenerating fin, and thereby enhanced Wnt/β-catenin signaling [70]. Other recent articles have described an interplay of Ahr and Wnt/β-catenin signaling that results in either increase or decrease in target gene expression [71], [72]. It appears that the ability of Ahr to promote or impede β-catenin transcriptional activity is context-specific.

### Rspo2 promotes Wnt3a-dependent gene expression by prolonging β-catenin pathway activation

Time-course experiments with recombinant Wnt3a indicated that gene expression typically was increased at 3 h, reached a peak at 6 h and was reduced at 24 h (Figure 2A). Rspo2 had minor effects on its own or with Wnt3a at 3 and 6 h, but it markedly enhanced expression of transcript at 24 h (Figure 2A). Though stimulation was not as dramatic at the protein level, immunoblot analysis confirmed the up-regulation of Klf5 and Ahr, with the effect of Rspo2 evident at 24 h (Figure 2B). The doublet bands in the Klf5 blot probably reflected differential post-translational modification, which had been previously described [73]. Similar observations about the timing of responses to Rspo2 and Wnt3a were made with standard biochemical readouts of β-catenin pathway activation. Rspo2 alone elicited only a small increase in phosphorylated LRP5/6 and the accumulation of β-catenin protein (Figure 3). However, Rspo2 enhanced the activity of Wnt3a in these assays at 24 h (Figure 3). These results demonstrated that the addition of Rspo2 to Wnt3a caused a more sustained activation of the β-catenin pathway, reinforcing our findings with HEK293/STF cells and a truncated Rspo2 derivative [28].

**Figure 2:**
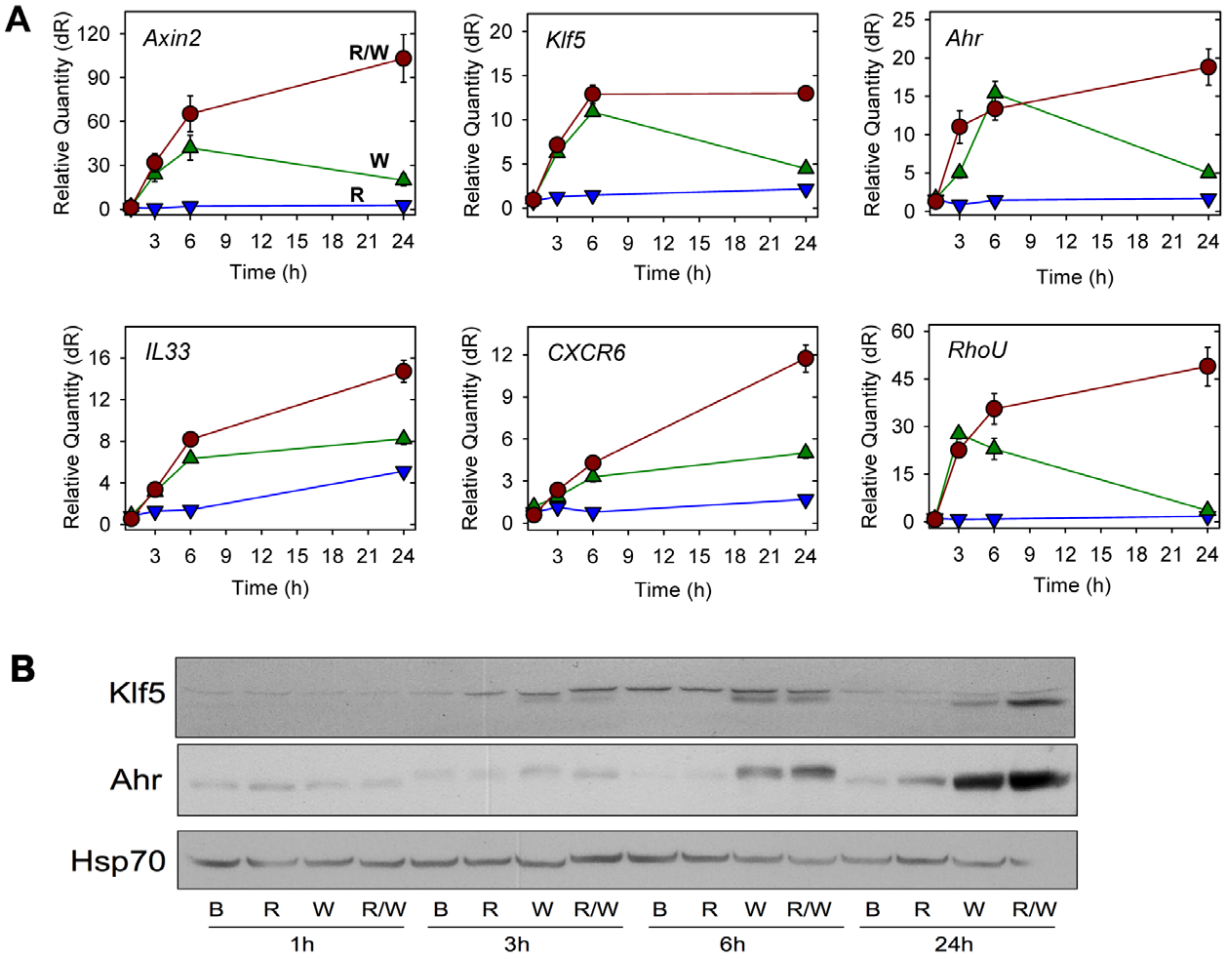
Time-course of Rspo2- and Wnt3a-dependent gene up-regulation in C57MG cells. (**A**) Quantitative RT-PCR analysis of specific gene expression in response to Rspo2 (100 ng/ml) alone (blue), Wnt3a (100 ng/ml) alone (green) or the two together (red) at the indicated time points. Data are the means +/− S.D. (error bars, sometimes too small to see) of triplicate measurements from one of several experiments with similar results. (**B**) Immunoblot analysis of Klf5 and Ahr protein expression following treatment with BSA carrier, Rspo2 (100 ng/ml), Wnt3a (100 ng/ml) alone or in combination for the indicated periods. Membranes were re-probed for Hsp70 as a loading control.

**Figure 3:**
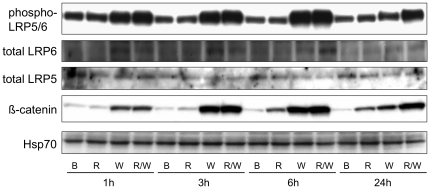
Time-course of Rspo2- and Wnt3a-dependent LRP5/6 phosphorylation and β-catenin stabilization. C57MG cells were treated with BSA, Rspo2 (100 ng/ml), Wnt3a (100 ng/ml) alone or in combination for the indicated periods. Cell lysates (30 µg protein/lane) were immunoblotted for phosphorylated LRP5/6, total LRP5, total LRP6 and Hsp70, the latter serving as a loading control. Soluble β-catenin was measured by immunoblotting after pull-down with GST-E-cadherin.

Proof that the β-catenin pathway was responsible for the up-regulation of validated target genes came from experiments involving Dkk1, an antagonist of this pathway, and small interfering RNA knockdown of *Ctnnb1* (siCtnnb1), the gene encoding β-catenin. Pre-treatment of C57MG cells with recombinant Dkk1 inhibited the stabilization of β-catenin protein (Figure 4A) and blocked the up-regulation of genes induced by the combination of Rspo2 (10 ng/ml) and Wnt3a (100 ng/ml) (Figure 4B–4D and Table S3). Targeting expression with siCtnnb1 decreased the amount of β-catenin protein in the absence of growth factor and blocked its accumulation in response to Rspo2 plus Wnt3a (Figure 5A). As with Dkk1, β-catenin knockdown disrupted the induction of *Axin2*, *Ahr* and *CXCR6* mRNA (Figure 5B–5D) as well as other gene transcripts (Table S4). Similar results were obtained with two independent siCtnnb1 reagents (data not shown). Taken together, these data established that the up-regulation of Rspo2/Wnt3a target genes was mediated by the β-catenin pathway and Rspo2 potentiated expression by extending the duration of pathway activation.

**Figure 4:**
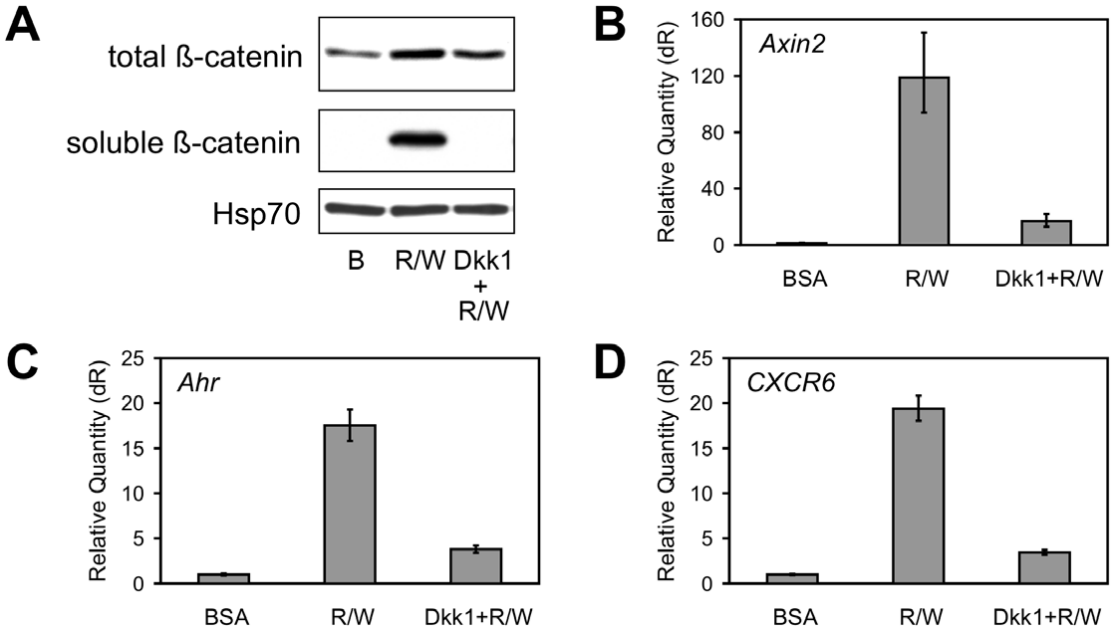
Dkk1 inhibited up-regulation of genes by Rspo2 and Wnt3a. (**A**) Immunoblot analysis of total β-catenin (cell lysate, 30 µg protein/lane) and soluble β-catenin (GST-E-cadherin pull-down) from C57MG cells incubated for 3 h with BSA or Rspo2 (10 ng/ml) plus Wnt3a (100 ng/ml), with or without 20 min Dkk1 (1 µg/ml) pre-treatment. Western blot of Hsp70 was loading control. (**B–D**) Quantitative PCR analysis of *Axin2*, *Ahr* and *CXCR6* expression by C57MG cells after 24 h incubation with BSA or Rspo2 plus Wnt3a, with or without Dkk1 pre-treatment [experiment performed in parallel with (A), using the same reagent concentrations]. Results are means +/− S.D. of triplicate measurements from one of four representative experiments.

**Figure 5:**
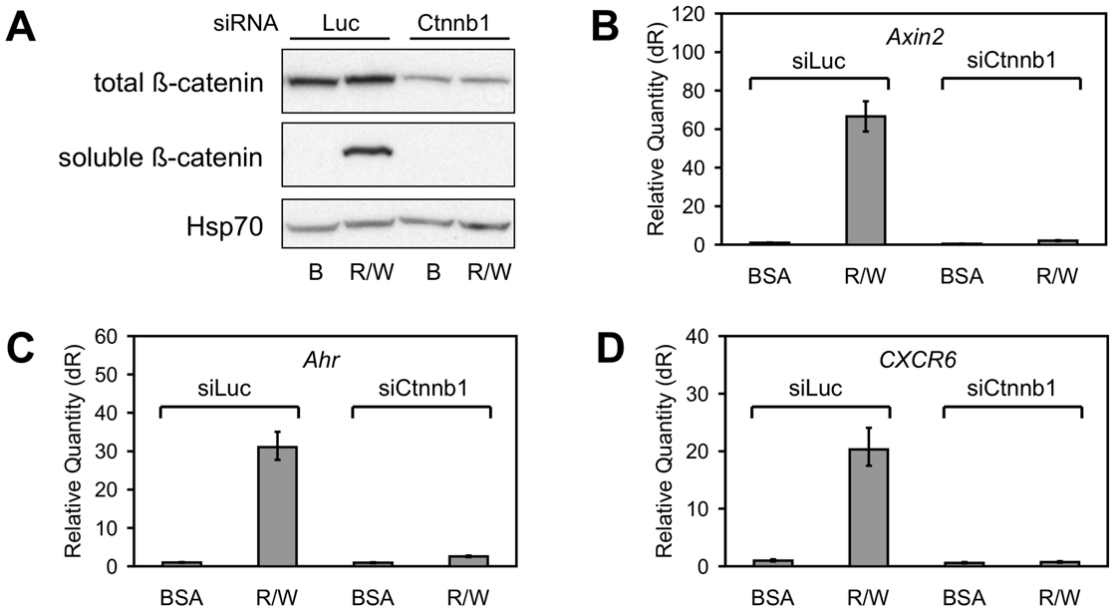
Knockdown of β-catenin inhibited up-regulation of genes by Rspo2 and Wnt3a. (**A**) C57MG cells were pre-treated with either luciferase or pooled Ctnnb1 siRNA reagent for 24 h prior to additional 24 h incubation with BSA or Rspo2 (10 ng/ml) plus Wnt3a (100 ng/ml). Total and soluble β-catenin and Hsp70 were detected as described in Fig. 4 legend. (**B–D**) Quantitative PCR analysis of *Axin2*, *Ahr* and *CXCR6* expression by C57MG cells after 24 h incubation with luciferase or pooled Ctnnb1 siRNA reagent followed by 24 h treatment with BSA or Rspo2 plus Wnt3a [experiment performed in parallel with (A), using the same reagent concentrations]. Results are means +/− S.D. of triplicate measurements from one of three representative experiments.

### Down-regulation of genes by Wnt3a is rapid, Dkk1-sensitive and occurs via either a β-catenin-dependent or -independent mechanism

Time-course analysis of genes down-regulated by Wnt3a and Rspo2 showed that responses were evident at 3 h and sometimes even at 1 h, with maximal or near maximal inhibition seen at 6 h (Figure 6). In general, the effect of Rspo2 plus Wnt3a was not much stronger than that of Wnt3a alone, although Rspo2 alone often had significant inhibitory activity. It is possible that the inhibitory effect of Rspo2 was dependent on low levels of endogenous Wnt expression, while Wnt3a at 100 ng/ml was sufficient for a near-maximal effect. As with the up-regulated genes, pre-treatment of C57MG cells with Dkk1 blocked much if not all of the Rspo2/Wnt3a activity in the qRT-PCR analysis (Figure 7A and Table S3). However, β-catenin knockdown only disrupted the down-regulation of two genes analyzed, *Angpt1* and *Smoc1*, while having little effect on the others (Figure 7B and Table S4). Knockdown of β-catenin showed similar effects in cells treated with Rspo2 or Wnt3a alone (data not shown). These results implied that β-catenin was not involved in the down-regulation of most genes identified as Rspo2/Wnt targets in this study.

**Figure 6:**
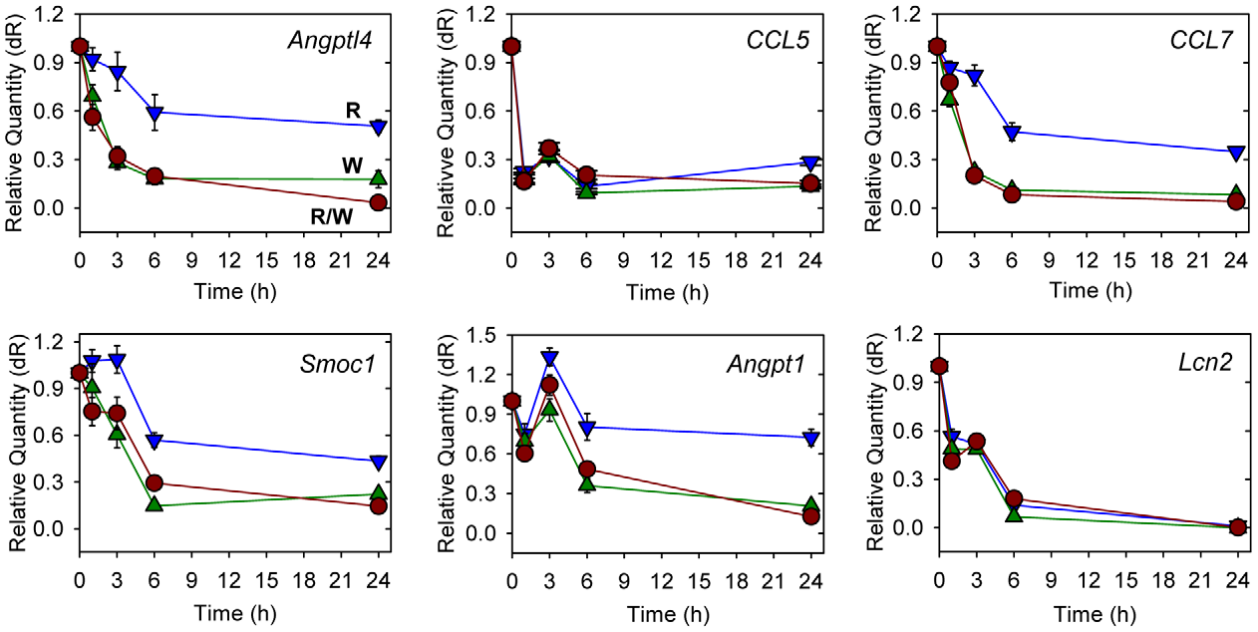
Time-course of Rspo2- and Wnt3a-dependent gene down-regulation in C57MG cells. Quantitative PCR analysis of specific gene expression in response to Rspo2 (100 ng/ml) alone (blue), Wnt3a (100 ng/ml) alone (green) or the two together (red) at the indicated time points. Data are the means +/− S.D. (error bars, sometimes too small to be seen) of triplicate measurements from one of several experiments with similar results.

**Figure 7:**
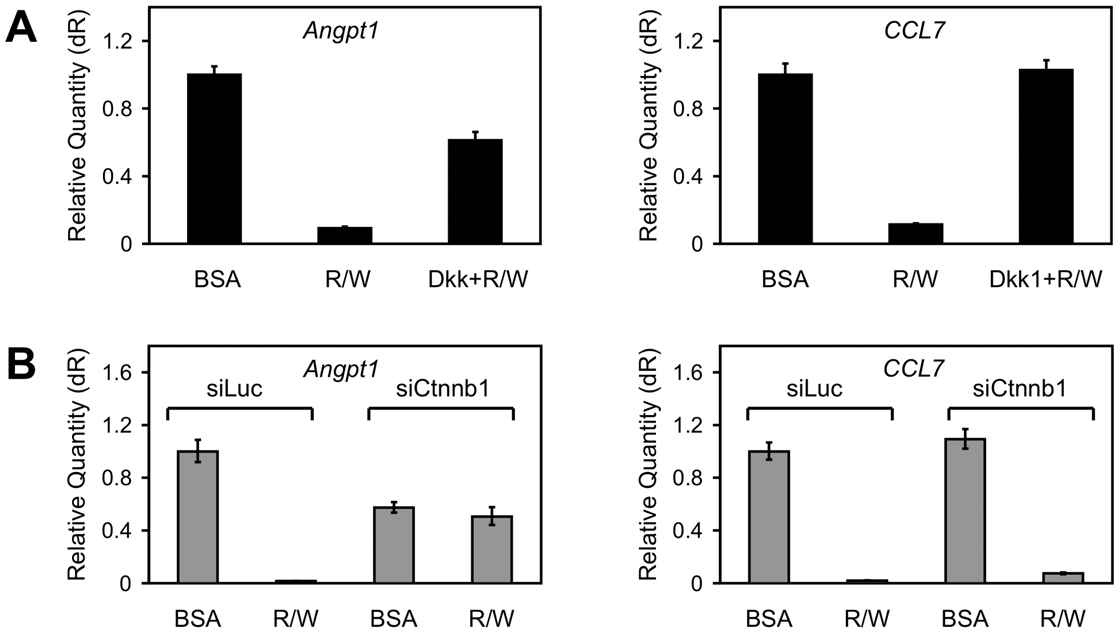
Contrasting effects of Dkk1 and β-catenin knockdown on representative genes down-regulated by Rspo2 and Wnt3a. (**A**) Quantitative RT-PCR analysis of *Angpt1* and *CCL7* expression following 24 h incubation with BSA or Rspo2 (10 ng/ml) plus Wnt3a (100 ng/ml), with or without Dkk1 (1 µg/ml) pre-treatment. (**B**) Quantitative RT-PCR analysis of *Angpt1* and *CCL7* expression following 24 h incubation with BSA or Rspo2 (10 ng/ml) plus Wnt3a (100 ng/ml) after pre-treatment with siLuc vs. siCtnnb1. Results in (A) and (B) are means +/− S.D. of triplicate measurements from one of three representative experiments performed simultaneously with experiments illustrated in Figures 4 and 5.

Typically Wnt-dependent, β-catenin-mediated gene expression has been associated with stimulation of gene expression. These effects require interaction with other transcription factors such as the DNA-binding TCF family members, as well as retinoic acid receptor, vitamin D receptor or HIF1α [15]–[17], [42], [51], [56], [74]. Relatively little is known about the mechanisms responsible for the down-regulation of gene expression by Wnts and/or β-catenin. There is one report indicating that Wnt/β-catenin suppression of N-Acetylglucosaminyltransferase III expression is associated with TCF binding sites in the promoter region [75].

Particularly intriguing was the observation that most of the decreases in gene expression induced by Rspo2/Wnt3a were Dkk1-sensitive and yet β-catenin-independent. While we cannot exclude the possibility that residual low levels of β-catenin following siCtnnb1 treatment had participated in the inhibitory process, these results suggest that Dkk1 might function in a manner that does not involve a decline in β-catenin protein levels. We were unable to ascertain whether LRP5/6 were required for the de-repression of gene expression by Dkk1 because repeated efforts to simultaneously knockdown expression of LRP5/6 in C57MG cells were unsuccessful. Thus, the present results raise the possibility that the effects of Dkk1 on the suppression of gene expression by Rspo2/Wnt3a might occur by a novel mechanism distinct from disruption of the canonical Wnt/β-catenin pathway. Elucidation of the mechanisms responsible for Rspo2/Wnt3a-dependent decreases in gene expression and the manner in which the decreases were blocked by Dkk1 should be provocative areas for future research.

## Materials and Methods

### Reagents

Recombinant mouse Wnt3a (cat. no. 1324-WN), human R-spondin2 (cat. no. 3266-RS), mouse Dkk1 (cat. no. 5897-DK), mouse Wnt4 (cat. No. 475-WN) and mouse Wnt5a (cat. No. 645-WN) were purchased from R&D Systems (Minneapolis, MN). Anti-β-catenin antibody (cat. no. 610154) was from BD Biosciences (San Jose, CA). Anti-LRP6 (cat. no. 2560) and anti-phospho-LRP6 (Ser1490; also recognizes pLRP5) (cat. no. 2568) antibodies were from Cell Signaling Technology (Danvers, MA). Anti-LRP5 (cat. no. 365400) was from Invitrogen (Carlsbad, CA). Anti-Klf5 (cat. no. ab24331) and Anti-Ahr (cat. no. ab2770) were purchased from Abcam (Cambridge, MA). Antibody against heat shock protein-70 (Hsp70, sc-7298) was from Santa Cruz Biotechnology (Santa Cruz, CA).

### Cell culture

C57MG mouse mammary epithelial cells [41], a gift from the Varmus lab, were cultured in DMEM (cat. no. 11995, Invitrogen) supplemented with 10% fetal bovine serum and 10 µg/ml insulin (cat. no. 12585-014, Invitrogen) and incubated in 5% CO_2_ at 37°C.

### Microarray analysis

C57MG cells were seeded in 6-well plates (2.5×10^5^ cells/well). After an overnight incubation growth medium was replaced with DMEM lacking supplements, and cells were treated for 24 h with recombinant mouse Wnt3a (100 ng/ml) or recombinant human Rspo2 (100 ng/ml) alone or in combination. For the vehicle control, cells were treated with BSA (16 µg/ml) (cat. no. 81-068-3, Millipore, Kankakee, IL). Each treatment group was prepared in triplicate. Cells were harvested in PBS and snap-frozen on dry ice.

RNA isolation, microarray data generation and data analysis were performed by GenUs Biosystems, Northbrook IL. Total RNA was extracted using Ribopure RNA isolation kit from Ambion (Invitrogen). RNA integrity and quality were assessed using an Agilent Bioanalyzer G2938B with the RNA6000 Nano Lab Chip (Agilent Technologies, Santa Clara, CA). Alexa-555-labeled cRNA was prepared by linear amplification of the poly(A)+ RNA population within the total RNA sample. Briefly, 1 µg of total RNA was reverse transcribed after priming with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5′ to a d(T)24 sequence. After second-strand cDNA synthesis and purification of double-stranded cDNA, in vitro transcription was performed using T7 RNA polymerase. The quantity and quality of the cRNA was determined by spectrophotometry and with an Agilent 2100 Bioanalyzer. One µg of purified cRNA was fragmented to uniform size and applied to Mouse Whole Genome 4×44 k arrays (Design ID no. 014868; Agilent Technologies) in hybridization buffer. Arrays were hybridized at 37°C for 18 h in a rotating incubator, washed, and scanned with a G2565 Microarray Scanner (Agilent Technologies). Arrays were processed with Agilent Feature Extraction v9.5.3.1 software and data were analyzed with GeneSpring GX v7.3.1 software (both Agilent Technologies). Raw and normalized data can be accessed in Gene Expression Omnibus, consistent with MIAME guidelines (www.ncbi.nlm.nih.gov/geo/; accession number GSE32096). To compare individual expression values across arrays, raw intensity data from each gene was normalized to the 75^th^ percentile intensity of each array. Only genes with values greater than background intensity in all replicates of at least one condition were used for further analysis. Volcano plots were used to filter for differentially expressed genes >2 fold and p-values<0.05. P-values were calculated using a two-sample T-test assuming unequal variance.

### Quantitative real-time RT-PCR (qRT-PCR)

Cells were seeded in 6-well plates (2.5×10^5^ or 5×10^5^ cells per well) and incubated for 24 h. Growth medium was replaced with DMEM lacking supplements 30 min prior to treatment with BSA (16 µg/ml), Wnt3a (100 ng/ml), Rspo2 (100 ng/ml) or Rspo2 (10 or 100 ng/ml) and Wnt3a (100 ng/ml) for the indicated times. In experiments involving Dkk1, cells were incubated with Dkk1 (1 µg/ml) for 20 min at 37°C prior to the addition of other proteins.

Total RNA was isolated with RNeasy kit (Qiagen) and treated with DNase I (cat. no. 18068-015, Invitrogen) for 15 min at room temperature followed by incubation with 2.5 mM EDTA for 10 min at 65°C to eliminate contamination by genomic DNA. Co-application reverse transcription was carried out as described previously [76] with the SuperScript III First-Strand Synthesis System for RT-PCR (cat. no. 18080-051, Invitrogen). Primers for qRT-PCR (Table S5) were designed using Primer3 software (http://frodo.wi.mit.edu/primer3/). The specificity of each primer pair was analyzed by agarose gel elecrophoresis and confirmed by a single band with the appropriate size. The qRT-PCR was performed with Brilliant SYBR Green QPCR Master Mix (cat. no. 600548, Agilent Technologies). For each reaction 80 ng cDNA and 2 µl of 10 µM primer set were combined with 2× master mix to a final volume of 20 µl. The reactions were analyzed in triplicate using the Mx3005P QPCR machine (Agilent Technologies) with the following settings: 10 min incubation at 95°C followed by a three-step cycling program with 40 cycles of 30 sec at 95°C, 60 sec at 60°C and 30 sec at 72°C. To verify the specificity of the reaction a dissociation program was run following the manufacturer's protocol. Quantification of 18S-RNA and/or β-actin in each cDNA sample was done to normalize the results. Data analysis was performed with MxPro software.

### siRNA transfection

C57MG cells were transfected with the Neon Transfection System (Invitrogen) according to the manufacturer's protocol. Briefly, 10^6^ cells were placed in 100 µl resuspension buffer and combined with 200 pmol siRNA. Double-stranded short interfering RNAs targeting mouse β-catenin (cat. no. GS12387) were purchased from Qiagen (Valencia, CA). In some experiments we used individual siRNA reagents from this pool (cat. no SI00942039 and SI00942046). Luciferase (Luc) siRNA (target sequence: CGUACGCGGAAUACUUCGA) was synthesized by Dharmacon (Thermo Scientific). Electroporation was carried out with two pulses having a width range of 20 ms and 1400 V. After transfection cells were resuspended in 500 µl growth medium and divided into three wells of a 6-well-plate, each containing 2 ml growth medium. Then cells were cultured for 24 h, followed by addition of recombinant proteins and incubation for another 24 h.

### Immunoblotting

Treatment conditions were the same as described above (see RNA isolation and reverse transcription). After incubation with recombinant proteins cells were washed twice with phosphate buffered saline (PBS) and lysed with buffer containing 50 mM HEPES, pH 7.5, 50 mM NaCl, 1 mM EDTA, 1% Triton X-100 and protease inhibitor cocktail (cat. no. 04693124001, Roche Diagnostics, Indianapolis, IN). The cell lysates were clarified by a centrifugation at 20,800×g for 10 min at 4°C. For SDS-PAGE of cell lysates, protein concentration was determined with a Bio-Rad protein assay reagent (Bio-Rad Laboratories, Hercules, CA), and 30 µg protein was loaded per lane. Depending on size of protein a 4–20% or 10% SDS-polyacrylamide Tris-HCl gel (Criterion Precast Gel; Bio-Rad Laboratories) was used. Proteins were transferred to Immobilon-P membranes (Millipore) that were blocked with 5% nonfat dried milk dissolved in TTBS (20 mM Tris-HCl, pH 8.0, 0.05% Tween 20, 150 mM NaCl), incubated with primary antibody overnight at 4°C, and subsequently incubated with horseradish peroxidase-labeled secondary antibody. The proteins were visualized with SuperSignal Pico or Femto chemiluminescent reagents (Thermo Scientific) using BioMax films (Eastman Kodak Co., Rochester, NY). For detection of soluble β-catenin, a glutathione S-transferase/E-cadherin pull-down protocol was followed as previously described [77].

## Supporting Information

Table S1 Gene enrichment within gene ontology classifications following treatment of C57MG cells with Rspo2 and Wnt3a.
(XLS) Click here for additional data file.

Table S2 qRT-PCR analysis of gene expression in C57MG cells treated with Rspo2 and Wnt3a alone or combined.
(XLS) Click here for additional data file.

Table S3 Dkk1 inhibition of gene expression in C57MG cells treated with Rspo2 and Wnt3a.
(XLS) Click here for additional data file.

Table S4 siRNA regulation of gene expression in C57MG cells treated with Rspo2 and Wnt3a or BSA alone.
(XLS) Click here for additional data file.

Table S5 Sequences of primers used in RT-PCR analysis.
(DOC) Click here for additional data file.

# Supplementary material for: Recombinant R-spondin2 and Wnt3a Up- and Down-Regulate Novel Target Genes in C57MG Mouse Mammary Epithelial Cells
**Source:** PLoS One. 2012 Jan 4;7(1):e29455. doi: 10.1371/journal.pone.0029455
**Supplement:** Table S5 — Sequences of primers used in RT-PCR analysis.

**Table S5.** Sequences of primers used in RT-PCR analysis

How the deposited data were processed for this re-analysis (not part of the article)

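C57MG mouse mammary epithelial cells were treated for 24 h with 100 ng/ml Rspo2, 100 ng/ml Wnt3a, both, or BSA at 16 µg/ml, in 3 monolayers per group, and the RNA of each monolayer was hybridized in a single color to an array of probes of 60 bases. All 12 samples of the series were used. The intensity values of each array were made by the authors with the scanner software, which subtracted background and removed trends across the array; they were not scaled between arrays. The deposited files also give, for each spot, the mean intensity before background subtraction, the local background intensity and flags of quality. The other deposited table holds ratio values on a linear scale, which the authors made by dividing each signal by the 75th percentile of its array; its lowest value is 0.01.

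Spot values marked as uneven or as outliers of replicate spots were left out, spots of the same probe were averaged, and the means were converted to log2 and reduced by the 75th percentile of the array. No probe was left out for saturation. A probe was detected when it was well above background on all 3 arrays of at least 1 group; for a probe printed more than once, on at least 0.5 of its spots. A group needed values on at least 2 arrays. Probes were named by their accession through the GRCm38.p6 annotation (22951 probes, 5141 of them under another symbol than in the scanner files) or otherwise by the symbol of the files (11758 probes). In all 34709 probes had a symbol, with 22410 distinct symbols, and 20573 of the detected probes had one. Signal over background limits the precision: a change in a probe near background is uncertain, so where a group had no array above background the change is given as a bound, computed against the lowest signals well above background, and no fold is given where both groups lacked such arrays.

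Group means were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), as linear models with empirical Bayes variances, whose prior had 2.74 degrees of freedom. All p-values of single probes come from these limma fits. The 5 comparisons were each treatment with BSA, both proteins with Wnt3a, and the interaction, which is the change with both less the changes with Rspo2 and with Wnt3a. In each comparison p-values were adjusted over all detected probes by the Benjamini-Hochberg method. A probe was called changed at an adjusted p under 0.05 and a change of at least 2-fold. The exact permutation p of 3 arrays against 3 cannot be under 0.1, so it was not used for single probes. Permutation p-values of correlations rest on 1e+05 permutations. The named genes are the 50 genes of Tables 1 to 5, other genes whose mRNA the results text names, and, for each comparison with BSA and for the interaction, the 5 largest rises and falls among called probes with a gene symbol that were well above background on all arrays compared and whose groups did not overlap. A gene of Table S2 was represented by the probe with the accession that the table gives, and otherwise by its brightest probe. The accession given there for PpFibp2 belongs to another gene of the table, so the brightest probe was used for it.

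The 15 gene lists were acute phase and complement genes, interferon-stimulated genes, chemokine genes, NF-κB target genes, Wnt/β-catenin feedback and target genes, cell cycle genes, insulin/IGF, TGFβ superfamily and FGF pathway genes, glucocorticoid target genes, cholesterol synthesis genes, Ahr target genes, Hif1a target genes, *Hox* genes and collagen genes. They were written from general knowledge before the data were examined and tested with camera on the brightest probe of each gene, and with fry. Their p-values were adjusted together over the 60 tests of lists and comparisons. Figures were made with matplotlib 3.10.9 in python 3.11.15, with numpy 2.4.6 and scipy 1.17.1.

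The fits were tested on simulated data of 22710 probes with the spread of the arrays, in which known probes were changed. The limma fit called 95%, 98%, 97%, 98.5% and 93.3% of the probes changed at least 3-fold in the 5 comparisons, with 2, 1, 1, 2 and 10 calls among unchanged probes. A fit with slide as a term called 88%, 79%, 46%, 93% and 82%. With no list moved, camera called 0 lists. The methods' t-test without adjustment called 97%, 98%, 99%, 99% and 98%, with 15, 10, 10, 7 and 48 calls among unchanged probes, and with adjusted p-values it called 13%, 10%, 7%, 38% and 71%, with none. The 36 alternatives comprise other background corrections, scalings, filters, tests and units, the replicate block and the slide as a term, other probes per gene, other tests of lists, and the leaving out of each of the 12 arrays; the closing section gives their effect. The gene ontology categories, the time courses and the experiments with single genes were not analysed here.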

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

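The tests in this part of slides, of signal near background, of background correction and scaling as causes, and of the residuals of an additive fit were chosen only after the results were seen. The choices of filter, scaling, test, gene lists and alternatives were made before the data were examined, except for slide as a random block.

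The effect of Rspo2 differed with and without Wnt3a: 438 probes had an interaction, 290 positive and 148 negative. The arrays were assigned to 4 groups of 3 in 100 ways, of which 2 gave as many probes, the real one included; these assignments also break up the separate effects of the 2 proteins, so they do not tell whether chance can be excluded. The other of the 2 gave 669 probes; it sets the 3 arrays of both proteins against the 3 BSA arrays, and with them all 4 arrays of slide 3 against all 4 of slide 1. When the residuals of an additive fit were put on the arrays in 100 arrangements, which keeps the separate effects, only the real one gave as many probes (1 of 100; the highest other number was 368), so chance can be excluded. Of the 151 probes with an interaction in the fit with slide as a term, 93 were among the 438, which argues against a difference between slides as the cause for these 93. For the other 345, the slide and the treatment cannot be told apart, because no slide held all groups; the correlation across probes between the interaction and the difference of slide 2 from the others ranked 2 of 9 among choices of the arrays taken as odd. Signal well above background on all 12 arrays argues against noise near background as the cause for 225 of the 438, but does not exclude it. These are among the 248 probes that have an interaction when only such probes are tested, and 24 of the 225 had the opposite sign with the normexp background correction. For 213 probes that this filter leaves out, noise near background stays open. Single arrays also matter: the count was 744 without Rspo2 replicate 1, 281 without Rspo2 replicate 2, 291 without Rspo2 replicate 3 and 279 without Wnt3a replicate 2, and the positive ones alone were 531 without Rspo2 replicate 1 and 152 without Rspo2 replicate 2. With the normexp background correction 3 probes had an interaction, and 164 of the 438 had the opposite sign, 10 of the 93 among them, so the background correction stays open as a cause, and with it a biological one.

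The other results of this part lie in genes that the paper does not discuss. With both proteins *Ch25h* rose by a log2 of 4.22 and *Oas2*, *Mx2* and *Foxred2* changed by -3.24, -3.21 and -3.06, each on 3 of 3 arrays beyond all BSA arrays. They were picked by size. In the fit with slide as a term the changes of *Ch25h*, *Oas2* and *Foxred2* were 4.04, -2.71 and -2.70 and stayed past the threshold, which argues against a difference between slides as the whole cause. That of *Mx2* was -2.90 with an adjusted p of 0.121, the highest over its alternatives, which ranged from 4.6e-07 to 0.121; for *Mx2* slide and treatment cannot be told apart, because its spread of 0.84 (SD, n = 3) with both proteins was wide and no slide held both groups. Over 4 other scalings and backgrounds the smallest changes were 2.96 for *Ch25h*, -2.35 for *Oas2*, -2.04 for *Mx2* and -1.98 for *Foxred2*, all past the threshold, which argues against background correction or scaling as the cause. *Oas2* and *Mx2* belong to the list of interferon-stimulated genes, so their falls may be part of the fall of that list. A biological effect of the proteins on *Ch25h*, *Oas2* and *Foxred2* is a hypothesis found and tested on the same arrays.

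The 19 detected cholesterol synthesis genes had a mean interaction of -0.44, negative for 18 of 19 genes (camera, adjusted p = 1.87e-05), with a mean change of 0.20 with Rspo2 (adjusted p = 0.0232), 0.09 with Wnt3a (adjusted p = 0.626) and -0.15 with both (adjusted p = 0.0424). None of the genes was called singly. In the fit with slide the adjusted p was 0.00143, which argues against a difference between slides as the whole cause. It was 0.0583 with the normexp background correction, where the mean was -0.26, so a part of the background correction in the result stays open; with the correlation between genes estimated from the data it was 0.0736. Over all alternatives it ranged from 2.71e-07 to 0.0736. A biological cause stays open beside it.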

How the results depend on the processing

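The alternatives named here were chosen before the data were examined, except slide as a random block, which was chosen after seeing the data. Where no construction of an alternative explains a value, the cause was not tested. Of 12387 comparisons of a gene with an alternative, 11672 kept their side of the threshold without a reversed call, 187 of them with a change of sign in a result called neither way, 532 were no longer past it, 176 were newly past it and 7 reversed. Of 1785 comparisons of gene lists, 1641 did so, 74 of them with such a change of sign, 79 were no longer past the threshold and 65 newly past it. The 50 genes of Tables 1 to 5 had 91 calls against BSA, and 28 were kept in every setting, 1 of 10 with Rspo2, 7 of 31 with Wnt3a and 20 of 50 with both. The order of the counts, both proteins over Wnt3a over Rspo2, held in every setting.

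With the normexp background correction the counts were 3 with Rspo2, 35 with Wnt3a, 330 with both, 330 probes changed by any treatment, 295 only with both, 3 shared by Rspo2 and Wnt3a, 15 between both and Wnt3a and 3 for the interaction, with 42 calls among the paper's genes and 33.64 as the percent higher among probes changed by any treatment; the offset of 50 intensity units shrinks changes of dim probes. Shrinkage does not explain reversals, and of the calls made without it 89 of 164 with Rspo2, 10 of 573 with Wnt3a, 30 of 1155 with both and 164 of 438 for the interaction had the opposite direction under it, 4, 0, 0 and 24 of these on probes well above background on all 12 arrays; the cause was not tested. Under it *Klf15* with Rspo2 (0.265), *Angptl4* with Rspo2 (0.302), *Angptl4* in the interaction (-0.509) and *Fgf21* with both (-0.037) reversed; each lies near background. With the brightest probe of *Tnks* in place of the named one, *Tnks* reversed with Rspo2 (0.05), with Wnt3a (0.087) and in the interaction (-0.086). Quantile normalization gave 39.6% higher and 84 shared, and the percentile over probes well above background on all arrays 15.52% higher; the cause was not tested. The median change of all probes moved by over 0.1 with normexp (to 0.15 for Rspo2, -0.061 for both and -0.16 for the interaction), with that percentile (to -0.12 for Wnt3a, -0.071 for both and 0.11 for the interaction) and without a filter (to -0.16 for Wnt3a and -0.20 for both), and changes under them are relative to these shifts.

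In this paragraph a share in brackets is the percent higher among probes changed by any treatment, and 3 counts in a series are probes changed by Rspo2, probes changed by Wnt3a and probes changed by Rspo2 plus Wnt3a. Without a filter on dim probes 41174 were kept and 41173 tested, with 65 called with Rspo2, 54 shared, 189 for the interaction and a share of 17.29%. With only probes well above background on all arrays, fewer were tested and the calls were 49 with Rspo2, 283 with Wnt3a, 847 with any treatment, 37 shared, 95 between both and Wnt3a, 248 for the interaction and 55 among the paper's genes. With the looser flag as the filter, Wnt3a had 1049 and any treatment 2012 (17.64% higher). The methods' t-test with Benjamini-Hochberg adjustment gave 2, 165 and 692 with Rspo2, Wnt3a and both, 742 with any (26.42% higher), 2 shared, 11 between both and Wnt3a, 65 for the interaction and 53 among the paper's genes; on simulated data it called 13%, 10% and 7% of the true changes of at least 3-fold against BSA and 71% of those of the interaction. On linear values without adjustment, Rspo2 had 109. With no fold threshold the counts were 3824, 7161 and 8916, 10712 with any (55.81% higher), 2974 only with both, 3169 shared, 971 between both and Wnt3a and 2024 for the interaction. With 1 value per gene symbol, 13259 symbols were kept and 13242 tested, and the counts were 84, 257 and 605, 681 with any (32.5% higher), 408 only with both, 66 shared and 273 for the interaction. The deposited ratios, kept outlier spots, a floor on low signals, an intensity trend with a robust prior, only the arrays compared, and the replicate block left these counts within 1.5 times; with the replicate block they were 120, 571 and 1149. The numbers do not pair the arrays: of 18 pairs with a number in common, 4 had a correlation of deviations over 0.1.

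The fit with slide as a term gave 65 with Rspo2, 146 with Wnt3a, 500 with both, 533 probes changed by any treatment (29.78, as percent higher among probes changed by any treatment), 367 only with both, 44 shared, 151 for the interaction and 58 among the paper's genes. On simulated data the same term lowered the share of true changes called with both to 46%, so the loss has a part from the design. With slide as a random block the interaction had 273. All arrays were scanned on 1 day, so the scan date was not run. Among the gene list tests, camera with the correlation estimated from the data called 10 of 60 where the preset correlation gave 25 and fry 35.

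Leaving out 1 array at a time gave these ranges: 22752 to 23073 detected probes; 92 to 242 changed with Rspo2, 489 to 733 with Wnt3a and 1081 to 1273 with both; 146 to 340 between both and Wnt3a, the last without Wnt3a replicate 3; 279 to 744 for the interaction; 1216 to 1494 with any treatment; 18.61% to 30.67% higher; 707 to 804 only with both; 77 to 160 shared, with 77 without BSA replicate 1 and 78 without Rspo2 replicate 3; 87 to 92 calls among the paper's genes; 21 to 26 gene lists; and correlations with qRT-PCR of 0.533 to 0.639 with Rspo2, 0.766 to 0.801 with Wnt3a and 0.882 to 0.89 with both. The count with Rspo2 was 92 without Rspo2 replicate 3, 97 without BSA replicate 1 and 242 without Rspo2 replicate 1. Signal over background limits the calls of dim probes: 25.5% of the probes lowered by Rspo2 were well above background on all arrays, against 89.7% of all tested probes, though a lowered probe can itself drop below background.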

Differences from the paper's values

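Of the fold changes on the arrays that the paper states for the genes of Tables 1 to 5, 135 were compared. The rest were left out, and in each of these a group had no array above background. Where only 1 of the 2 groups lacked such arrays, rises were kept if their bound was over 1 and falls were all left out. Falls to below background were therefore not compared with the paper. Among the folds left out were those of *Saa3* with Rspo2 and with Wnt3a, *Hp* with Wnt3a and *Klf15* with every treatment. Of the 135, 2 differ by over 1.5 times from the values computed here, 1 of them only beyond the decimals that the paper prints. The 135 include 9 that could be compared as bounds only, all of them rises. With both proteins the fold of *Hp* is 0.03 in the paper and 0.019 here. It does not differ with the deposited ratios (0.0247), the methods' t-test on linear values (0.0229) and without replicate 2 (0.0203) or 3 (0.0268) of the combination, and differs under the other alternatives set before the data were examined that give a fold (without replicate 1 of the combination and with only probes well above background on all arrays there was none to compare), among them the normexp background correction (0.128) and slide as a term (0.00626). The fold of *Lcn2* with both is 0.01 in the paper and 0.00632 here, which agrees at the 2 decimals that the paper prints. It does not differ with a floor on low signals (0.00671) and without replicate 3 of the combination (0.00669), and by ratio it differs under the other alternatives set before the data were examined that give a fold. In both genes 1 of 3 arrays with both proteins was above background.

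With Rspo2 alone the paper gives 14 genes higher and 90 lower, and here 23 probes were higher and 141 lower. The number higher does not differ under these alternatives set before the data were examined: the methods' t-test without adjustment on linear values (14, which equals the paper's) and on log2 values (17), the percentile over probes well above background (17), no filter (12), only probes well above background on all arrays (11), a floor (17), only the arrays compared (17), 1 value per gene symbol (16), the replicate block (17), and without BSA replicate 2 (16) or 3 (18), Rspo2 replicate 3 (16), Wnt3a replicate 2 (21) or replicate 2 of the combination (20). It differs under the others. The number lower does not differ with the methods' t-test on linear (95) or log2 values (119), quantile normalization (75), the deposited ratios (134), a floor (117), only the arrays compared (115), 1 value per gene symbol (68), the replicate block (103), and without BSA replicate 1 (71) or 3 (134), Rspo2 replicate 2 (91) or 3 (76), Wnt3a replicate 1 (133) or 2 (125) or replicate 2 of the combination (129), and differs under the others. The methods of the paper name a t-test of unequal variance with a p under 0.05 and a 2-fold limit. Among the directions that the paper gives for genes on the arrays, 2 disagree, neither of them a called change here. All 50 genes of Tables 1 to 5 were called with both proteins in the direction of the paper, and of the 135 folds compared only that of *Cxcr6* with Rspo2 lies on the other side of 1: Table 2 lists it as lower, and here it is 1.11, not called, with 1 of 3 Rspo2 arrays above background. It is lower with the deposited ratios (0.95), a floor on low signals (0.729), the methods' t-test on linear values (0.766) and without BSA replicate 3 (0.607). Table 5 lists *Tec* with Rspo2 as lower. Here its log2 change was 0.293 (adjusted p = 0.546), with no BSA array and 1 of 3 Rspo2 arrays above background, so no fold was compared. It was lower with slide as a term (-0.098) and without BSA replicate 2 (-0.005). A second probe of *Tec* was also lower with Rspo2, at -0.107 (adjusted p = 0.746), and not called.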

Other observations

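The tests of this part that regroup the arrays, that of all falls over the scalings, and those of the BSA carrier, the Ahr targets and the Hif1a targets were chosen before the results were seen; the tests of slides, of signal near background, of background correction, of shared BSA arrays and of falls with Wnt3a alone were chosen only after.

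Within groups, signals differed between slides: 291 probes had a slide term past the adjusted threshold, against 2 to 51 for the 8 other blocks of the same shape. In a fit with slide as a term, 37 of the 164 probes changed by Rspo2 were called in the same direction, 103 of the 573 of Wnt3a and 387 of the 1155 of both, which argues against slides as the cause for these. For the other 470 probes of Wnt3a and 768 of both, slide and treatment cannot be told apart, since no slide held BSA beside either; for the other 127 of Rspo2 they cannot either, since only 1 Rspo2 array shared a slide with BSA. Other blocks of the same shape kept 31 to 91, 66 to 276 and 318 to 591, so the losses also have a part that any such block would give. On slide 1 alone, with 1 Rspo2 array and 3 BSA arrays, all 164 probes moved in the direction of their call, 115 of them at least 2-fold, and on slide 3 alone all 170 probes that differed between both proteins and Wnt3a did so, 141 at least 2-fold; the arrays of these slides are also among those that made the calls.

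For each comparison of 3 arrays with 3, the arrays can be split in 10 ways, and the real split alone gave as many calls in each: 1 of 10 for Rspo2, 1 of 10 for Wnt3a, 1 of 10 for both and 1 of 10 for both against Wnt3a, where the highest other split gave 12. The highest other split gave 0 calls for Rspo2, 0 for Wnt3a and 2 for both. A share of 10 splits is never under 0.1, so by these splits alone chance cannot be excluded.

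Among probes changed at least 2-fold more fell than rose. Over 4 other scalings and backgrounds the lowest share of falls was 60.4% of the probes changed with any treatment, after quantile normalization. Only that 1 of the 4 does not scale by a 75th percentile. It argues against the 75th percentile as the whole cause, but 1 alternative does not exclude it, and a part of the surplus may come from the scaling. With no fold threshold the surplus reversed, with 6022 probes higher and 4768 lower (55.81% as percent higher among probes changed by any treatment). With Wnt3a alone the share was 48.7% after quantile normalization, so for that comparison the scaling may account for the surplus of falls. Among probes well above background on all 12 arrays the share with Wnt3a was 58.6% after quantile normalization and 83.7% without it, and with 1 other scaling run on these probes the part of the scaling stays open. No biological explanation for the surplus was tested.

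Signal well above background on all 12 arrays argues against noise near background as the cause for 47 of the 164 probes called with Rspo2, but does not exclude it. These are among the 49 called when only such probes were tested. Noise near background stays open for the 117 that this filter leaves out. The background correction as the cause stays open too: with normexp 89 of the 164 had the opposite direction, 85 of them among these 117. The use of the same BSA arrays as the whole cause of the overlap between Rspo2 and Wnt3a is excluded. With Rspo2 called against 2 BSA arrays and Wnt3a set against the remaining 1, 92.31% to 95.12% of the Rspo2 calls had Wnt3a in the same direction, where 46.8% to 52.7% of all probes were lower. This does not exclude slides as a part of the overlap. All BSA arrays lay on slide 1, and Rspo2 replicates 2 and 3 lay with Wnt3a replicates 1 and 2 on slide 2. A difference between these slides enters both changes whichever BSA arrays are used. The share of Rspo2 calls also called with Wnt3a was 81.7%, 54.13% without Rspo2 replicate 1, the lowest when 1 array was left out, and 67.69% with slide as a term. Of the 92 probes raised by Wnt3a, 70 were further from BSA with both proteins, and the median rose from 1.33 to 1.83. Of the 481 lowered, 241 were further from BSA, with medians of -1.23 and -1.26.

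The inflammatory genes fell with every treatment. BSA is the carrier protein of the study, and a difference in carrier between control and treated cells, if there was one and if it was equal in all treatments, would give falls of 1 size. The fall differed between the 3 treatments (exact permutation, p = 0.00357, the smallest that 280 arrangements can give), but the carrier in the treated cultures was not analysed here, so the carrier stays open. Slides differ between the treatments too, and with slide as a term the falls kept their order.

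If the rise of *Ahr* mRNA acted on its targets, they would rise. The 4 detected Ahr target genes were all higher with both proteins, by a mean log2 of 0.62 (camera, adjusted p = 0.0742; fry, adjusted p = 3.17e-05), so 4 genes leave it open. *Cyp1a1* was not detected. The 13 detected Hif1a target genes, which might have risen with *Cxcr6*, had a mean of -0.222 and a median of -0.07 with both proteins, 6 higher and 7 lower (camera, adjusted p = 0.076; fry, adjusted p = 0.00246), which leaves it open as well. The interaction of these 13 genes averaged -0.333 and was negative for 11 (camera, adjusted p = 0.0189, and 0.272 with the correlation estimated from the data).

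Other lists gave these values with both proteins: 12 glucocorticoid target genes a mean of -0.49, 9 of 12 lower (camera, adjusted p = 0.0677), and 19 collagen genes -0.31, 14 of 19 lower (adjusted p = 0.041), with -0.24 for Rspo2 (adjusted p = 0.00316) and -0.23 for Wnt3a (adjusted p = 0.0189). The collagen calls did not hold with the correlation estimated from the data. Among receptors and components of the pathway, *Lgr6* changed by -1.33 (adjusted p = 1.03e-05) with both and *Lrp5* by -1.29 (adjusted p = 0.00785), the latter not called with slide as a term (-0.48). *Ctnnb1* changed by -0.39 (adjusted p = 0.0169), a second probe of *Ctnnb1* by -0.27 (adjusted p = 0.0119) and another by -1.58. *Lgr4* changed by -0.17 (adjusted p = 0.197) and 2 other probes of *Lgr4* by -0.52 (adjusted p = 0.00852) and -0.80 (adjusted p = 0.0497), and *Lrp6* changed by -0.42 (adjusted p = 0.0652). *Lgr5*, *Rspo1*, *Rspo2*, *Rspo3*, *Wnt3a* and *Dkk1* were not detected. *Rmrp* rose by 1.59 (adjusted p = 0.00119), 1.99 (adjusted p = 5.57e-05) and 2.29 (adjusted p = 4.22e-06) with Rspo2, Wnt3a and both. The rises of *Rmrp* with Rspo2 and with Wnt3a were not called with slide as a term. With the normexp background correction none of its rises was called. The 3 probes of *Tnks* disagreed: the named one changed by -2.00 (adjusted p = 0.0428) with Rspo2 and the others by 0.05 and -0.60.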
